# The impact of species-wide gene expression variation on *Caenorhabditis elegans* complex traits

**DOI:** 10.1038/s41467-022-31208-4

**Published:** 2022-06-16

**Authors:** Gaotian Zhang, Nicole M. Roberto, Daehan Lee, Steffen R. Hahnel, Erik C. Andersen

**Keywords:** Gene expression, Genome-wide association studies, Gene regulation, Genetic variation

## Abstract

Phenotypic variation in organism-level traits has been studied in *Caenorhabditis elegans* wild strains, but the impacts of differences in gene expression and the underlying regulatory mechanisms are largely unknown. Here, we use natural variation in gene expression to connect genetic variants to differences in organismal-level traits, including drug and toxicant responses. We perform transcriptomic analyses on 207 genetically distinct *C. elegans* wild strains to study natural regulatory variation of gene expression. Using this massive dataset, we perform genome-wide association mappings to investigate the genetic basis underlying gene expression variation and reveal complex genetic architectures. We find a large collection of hotspots enriched for expression quantitative trait loci across the genome. We further use mediation analysis to understand how gene expression variation could underlie organism-level phenotypic variation for a variety of complex traits. These results reveal the natural diversity in gene expression and possible regulatory mechanisms in this keystone model organism, highlighting the promise of using gene expression variation to understand how phenotypic diversity is generated.

## Abstract (web summary)

Gene expression links genomic variation to organismal trait differences. Here, the authors identify regulatory loci underlying gene expression variation in *C. elegans* and demonstrate how this variation could impact other complex traits.

## Introduction

Quantitative genetic mapping approaches, such as genome-wide association (GWA) and linkage mapping, have been used in a variety of organisms to disentangle the underlying genetic basis of gene expression variation by considering the expression level of each gene as a quantitative trait^1–9^. Expression quantitative trait loci (eQTL) affecting gene expression are often classified into local eQTL (located close to the genes that they influence) and distant eQTL (located farther away from the genes that they influence)^10,11^. Local eQTL are abundant in the genome. For example, over half the genes in yeast and 94.7% of all protein-coding genes in human tissues are hypothesized to have associated local eQTL^7,8^. Genetic variants underlying local eQTL might influence the expression of a specific gene by affecting transcription factor binding sites, chromatin accessibility, other promoter elements, enhancers, or other factors at post-transcriptional levels^12^. Genes encoding diffusible factors, such as transcription factors, chromatin cofactors, and RNAs, are often considered the most likely genes to underlie distant eQTL. Distant eQTL hotspots in several species have been suggested to account for the variation in expression of many genes located throughout the genome^1–3,7,9^. Although many eQTL have been identified in different species, only a few studies have addressed how gene expression variation related to organism-level phenotypic differences^6,8,9,13^.

The nematode *Caenorhabditis elegans* is a powerful model to study the genetic basis of natural variation in quantitative traits^14–16^. Genome-wide gene expression variation in different developmental stages and various conditions at the whole-organism or cellular resolution have been discovered and thousands of eQTL have been identified in several studies over the past two decades^3,9,17–23^. However, most of these studies used recombinant inbred lines derived from crosses of the laboratory-adapted reference strain, N2, and the genetically distinct Hawaiian strain, CB4856. Consequently, the observed variation in gene expression and their identified eQTL were limited to the differences among a small number of *C. elegans* strains and only revealed a tiny fraction of the natural diversity of gene expression and regulatory mechanisms in this species. The *C. elegans* Natural Diversity Resource (CeNDR) has a collection of 540 genetically distinct wild *C. elegans* strains^16,24,25^. Variation in organism-level traits has been observed among these wild strains, and many underlying QTL, quantitative trait genes (QTGs), and quantitative trait variants (QTVs) have been identified using GWA mapping studies^15,16^. Therefore, a genome-wide analysis could improve our understanding of the role of gene regulation in shaping organism-level phenotypic diversity, adaptation, and evolution of *C. elegans*.

Here, we investigate the natural variation in gene expression of 207 genetically distinct *C. elegans* wild strains by performing bulk mRNA sequencing on synchronized young adult hermaphrodites. We use GWA mapping to identify 6545 eQTL associated with variation in expression of 5291 transcripts of 4520 genes. We find that local eQTL explain most of the narrow-sense heritability and show larger effects on expression variation than distant eQTL. We identify 46 hotspots that comprise 1828 distant eQTL across the *C. elegans* genome. We further find a wide range of potential regulatory mechanisms that underlie these distant eQTL hotspots. Additionally, we apply mediation analysis to gene expression and other quantitative trait variation data to elucidate putative mechanisms that can play a role in organism-level trait variation. Our results provide a large resource of transcriptome profiles and genome-wide regulatory regions that facilitate future studies. Furthermore, we demonstrate efficient methods to locate causal genes that underlie mechanisms of organism-level trait differences across the *C. elegans* species.

## Results

### Transcriptome profiles of 207 wild *C. elegans* strains

We obtained 207 wild *C. elegans* strains from CeNDR^25^ (Fig. 1a). We grew and harvested synchronized populations of each strain at the young adult stage in independently grown and prepared biological replicates (Fig. 1b). We performed bulk RNA sequencing to measure expression levels and aligned reads to strain-specific transcriptomes (Fig. 1b, Supplementary Fig. 1, and Supplementary Data 1). 

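Poly(A) RNA of whole young adult hermaphrodites was sequenced from independently grown cultures of each strain, and each culture is counted here as 1 sample. The values used here are the estimated counts and the raw TPM that Kallisto gave for 65173 transcripts of the strain-specific transcriptomes and for 157 consensus sequences of transposable elements, without normalization between samples. Strain JU2800, which has 1 sample, was left out, so that 608 samples of 207 strains were analysed. The total of the estimated counts per sample, the depth behind every value, ran from 15461168 to 280262722 with a median of 28772489. The paper states the number of reads both before and after the alignment, and the totals used here are those after it. Intervals for counting error are not given, because the spread among cultures of a strain includes it.
For the filter on low expression, the estimated counts were divided by size factors computed as in sleuth, as the median ratio over the 10751 transcripts and elements above 0 in every sample. These factors ran from 0.291 to 10.043. Biotypes and positions were taken from the Ensembl annotation of the WBcel235 genome, in which 58525 transcripts were found by their transcript identifier and 6633 by their sequence name, whereas 15 were not found and were left out. The selection of samples and the distances between samples used variance-stabilized gene-level counts, and the test for genes that differ among strains used estimated counts summed per gene. For H2 and for the strain means, with their distances and correlations, raw TPM was divided by factors computed in the same way over the reliably expressed transcripts and analysed as log2(normalized TPM + 0.5). The study removed transcripts in hyper-divergent regions from each strain, and this step was not repeated here because the regions and the genotypes were not used here. eQTL, narrow-sense heritability and mediation effects were not computed, because they need genotypes or phenotypes, and developmental age was not estimated, because the time series it needs was not used here. The values beside those results describe expression only.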

We focused on protein-coding genes and pseudogenes and filtered out those genes with low and/or rarely detected expression (see “Methods”). Because various hyper-divergent regions with extremely high nucleotide diversity were identified in the genomes of wild *C. elegans* strains^26,27^, RNA sequencing reads might be poorly aligned and expression abundances might be underestimated for genes in these regions. For each strain, we filtered out transcripts that fell into the known hyper-divergent regions. We also dropped outlier samples by comparing sample-to-sample expression distances (Supplementary Fig. 1). We harvested animals at the first embryo-laying event rather than at a certain age (hours post-hatching), because we observed variation in ages at the first embryo-laying event across strains. Additionally, we reasoned that expression is influenced primarily by the developmental stage. Here, we evaluated the age of each sample when they were harvested using our expression data and published time-series expression data^28^. We inferred that our animals fit an expected developmental age of 60 to 72 h post hatching (Fig. 1c), during which time the animal is in the young adult stage. The age estimation reflects natural variation in the duration from hatching to the beginning of offspring production for wild *C. elegans* strains. In summary, we obtained reliable expression abundance measurements for 25,849 transcripts from 16,094 genes (15,364 protein-coding genes and 730 pseudogenes) in 561 samples of 207 *C. elegans* strains (Fig. 1b, Supplementary Fig. 1, and Supplementary Data 1), which we used for downstream analyses.

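Expression differed among the strains beyond the spread among cultures of a strain in most genes. Estimated counts of the reliably expressed transcripts were summed per gene and tested with the quasi-likelihood F-test of edgeR over all strain coefficients in 1 fit. At a Benjamini-Hochberg adjusted p under 0.05, 15650 of 16260 genes were called (96.2%). The alternative that moved this number most tested all 22008 genes with at least 1 count and called 18688 of them (84.9%). With limma's F-test on log2(normalized TPM + 0.5) of genes and the sequencing pool as a covariate, 16037 genes were called.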

**Fig. 1:**
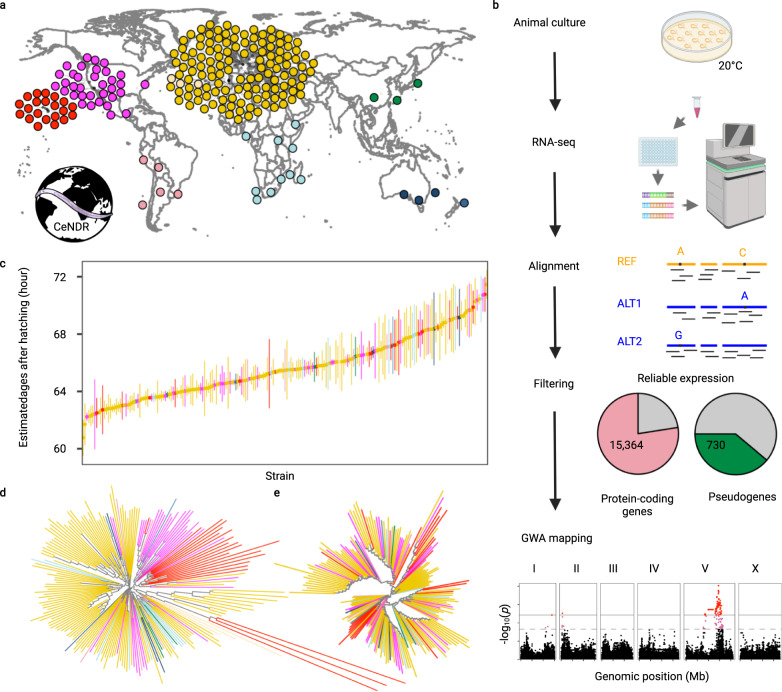
Overview of species-wide expression analysis in wild *C. elegans*. **a** Global distribution of 205 of the 207 wild *C. elegans* strains that were obtained from CeNDR and used in this study. Strains are colored by their sampling location continent (yellow, Europe; magenta, North America; pink, South America; light blue, Africa; dark blue, Australia; green, Asia), except for Hawaiian strains (red). The two strains missing on the map are lacking sampling locations. **b** Graphic illustration of the workflow to acquire *C. elegans* transcriptome data. Created using BioRender.com. **c** Estimated developmental age (*y*-axis) of 207 wild *C. elegans* strains (x-axis), of which 147 strains had three replicates and 60 strains had two replicates. Strains on the *x*-axis are sorted by their mean estimated age from two to three biological replicates. Error bars show the standard deviation of estimated age among replicates of each strain. **d**, **e** Two neighbor-joining trees of the 207 *C. elegans* strains using 598,408 biallelic segregating sites in non-divergent regions (**d**) and expression of 22,268 transcripts in non-divergent regions (**e**) are shown. Strains in **c**–**e** are colored as in **a**.

*C. elegans* geographic population structure has been observed previously^24,27,29^. Wild strains from Hawaii and other regions in the Pacific Rim harbor high genetic diversity and group into distinct clusters using genetic relatedness and principal component analysis^24,27,29^. Other strains that were isolated largely from Europe have relatively low genetic diversity because of the recent selective sweeps^24,27,29^. Similar to the previous results, the 207 strains were classified into three major groups consisting of strains from Hawaii, the Pacific coast of the United States, and Europe, respectively, in the genetic relatedness tree (Fig. 1d). Three Hawaiian strains are extremely divergent from all other strains. However, a tree constructed using transcriptome data only exhibited weak geographic relationships and no highly divergent strains (Fig. 1e), suggesting stabilizing selection has constrained variation in gene expression.

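The distance between a pair of strains was taken here as the Euclidean distance between their strain means over all reliably expressed transcripts, those in hyper-divergent regions included. The mean distance of a strain to the other strains had a median of 146.1 and ran from 128.0 to 202.9 in NIC258, which is 1.39 times the median. CX11254 and ECA363 came next with 194.9 and 185.6. No strain lay at more than 2 times the median. With 1 minus Spearman's correlation as the distance, NIC258 again ranked first, at 1.52 times the median. The spread among cultures of a strain accounted for 41.4% of the squared distance between strain means. In a neighbor-joining tree of these distances, terminal branches held 95.6% of the total length. The longest terminal branch, that of XZ1516, measured 91.58, which is 1.71 times the median terminal branch of 53.57. Places of sampling were not used here, so geographic relationships were not computed. From the lack of highly divergent strains in the expression tree, the paper proposes that stabilizing selection has constrained variation in gene expression.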

### Complex regulatory genetic architectures in wild *C. elegans* strains

To estimate the association between gene expression differences and genetic variation, we calculated the broad-sense heritability (*H*^2^, here calculated as strain-wise variance) and the narrow-sense heritability (*h*^2^, here calculated using the SNV matrix in the below GWA mappings) for each of the 25,849 transcript expression traits. We observed a median *H*^2^ of 0.31 and a median *h*^2^ of 0.06 (Fig. 2a and Supplementary Data 1), indicating strong influences from environmental factors, epistasis, or other stochastic factors on transcript expression variation^7,30,31^. However, *h*^2^ of thousands of transcript expression traits indicated a substantial heritable genetic component of the population-wide expression differences.

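H2 was estimated here for each of the 26387 reliably expressed transcripts by restricted maximum likelihood with strain as the random effect, from the samples kept by the study's selection rule. The median H2 was 0.335, with quartiles of 0.133 and 0.567. H2 exceeded 0.5 in 8513 transcripts (32.3%) and was estimated as 0 in 1171. With the strain labels permuted in 99 draws, the highest median H2 was 0.0232. These draws permuted the labels of samples already selected by their distances within strains. When the labels of all samples were permuted first and a selection by the same kind of rule followed, the median H2 was 0.118 on average and ran from 0.101 to 0.150 over 50 draws. There the rule was applied once and kept 405.7 samples on average, against 559 with the real labels. It left out more samples than the real selection, so 0.118 does not measure how much selection adds to the real value. The setting moved the median most when transcripts were summed to genes, which gave a median H2 of 0.546 over 16260 genes. With scores of sperm, yolk and embryonic gene expression regressed out, chosen as proxies of developmental progress and not compared with age here, the median H2 was 0.242. With the sequencing pool as a fixed effect, regressed out of the values before H2 was estimated, it was 0.346.
The number of expressed transcripts per gene went together with H2. The median H2 was 0.548 for the 9726 transcripts of genes with 1 reliably expressed transcript, 0.219 for the 9344 transcripts of genes with 2, 0.204 for the 3180 of genes with 3, and 0.177 for the 4137 of genes with 4 or more. The transcripts with the highest H2 were both transcripts of F36D3.1, F36D3.1.1 first with 0.998, followed by Y6D1A.3 with 0.989, arrd-19 with 0.988 and F59A7.8 with 0.987. For F36D3.1 the gene-level sum had an H2 of 0.71. From the medians of both kinds of heritability, the paper infers that environmental factors, epistasis or other stochastic factors strongly influence variation in transcript expression.

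**Figure D1:**
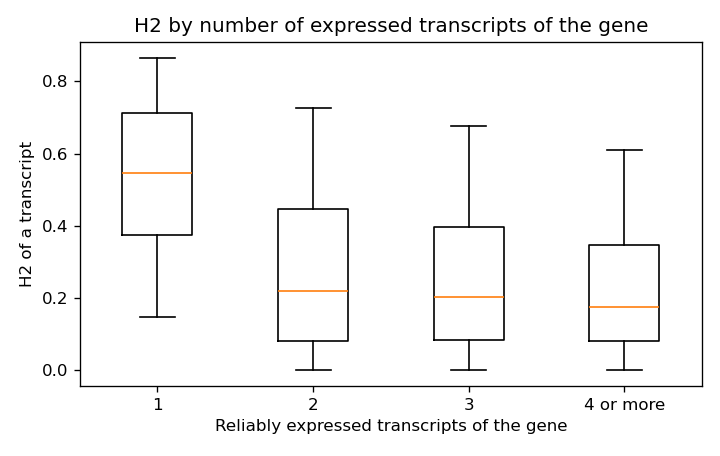
H2 of the 26387 transcripts by the number of reliably expressed transcripts of their gene. Lines are medians, boxes are quartiles and whiskers reach the 5th and 95th percentiles; the median falls from 0.548 for genes with 1 transcript to 0.177 for genes with 4 or more.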

**Fig. 2:**
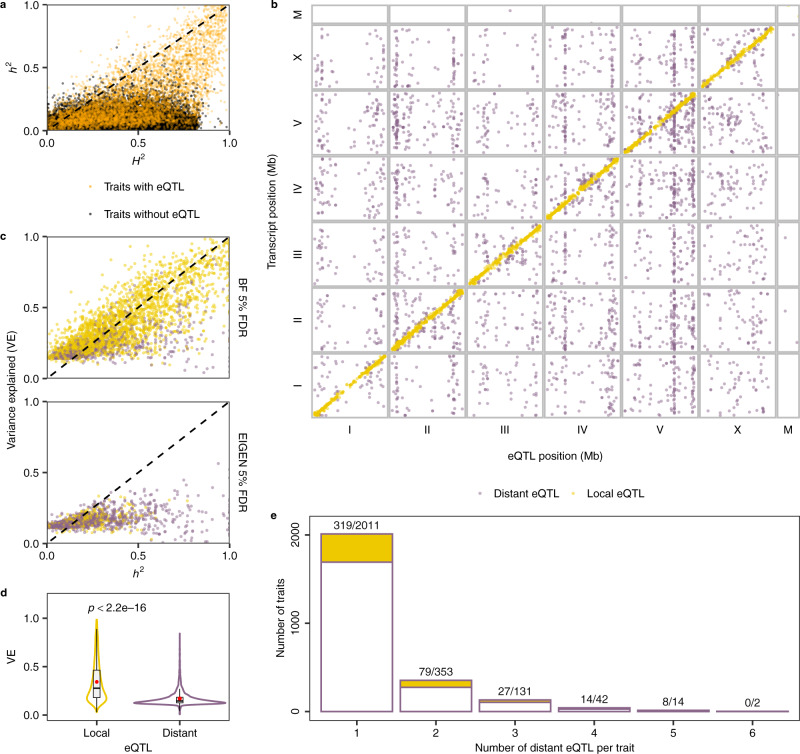
Expression QTL map of 207 wild *C. elegans* strains. **a** Heritability for 25,849 transcript expression traits with (orange) or without (black) detected eQTL. The narrow-sense heritability (*h*^2^, y-axis) for each trait is plotted against the broad-sense heritability (*H*^2^, x-axis). **b** The genomic locations of 6,545 eQTL peaks (x-axis) that pass the genome-wide EIGEN 5% FDR threshold are plotted against the genomic locations of the 5,291 transcripts with expression differences (y-axis). Golden points on the diagonal of the map represent local eQTL that colocalize with the transcripts that they influence. Purple points correspond to distant eQTL that are located farther away from the transcripts that they influence. **c** The variance explained (VE) by each detected eQTL (*y*-axis) that passed Bonferroni (BF) 5% FDR or EIGEN 5% FDR threshold for each trait is plotted against the narrow-sense heritability *h*^2^ (*x*-axis). The dashed lines on the diagonal are shown as visual guides to represent *h*^*2*^ = *H*^2^ (**a**) and VE = *h*^2^ (**c**). **d** Comparison of VE between 3185 local and 3,360 distant eQTL shown as Violin plots. The mean and median VE by local or distant eQTL are indicated as red points and horizontal lines in each box, respectively. Box edges denote the 25th and 75th quantiles of the data, and whiskers represent 1.5× the interquartile range. Statistical significance was calculated using a two-sided Wilcoxon test. **e** A histogram showing the number of distant eQTL detected per transcript expression trait. One to six distant eQTL were detected for 2,553 transcript expression traits, of which 447 traits also have one local eQTL. Numbers before slashes (indicated as the golden proportion of each bar) represent the number of traits with a local eQTL in addition to their distant eQTL. Numbers after each slash represent the total number of traits in each category.

We performed marker-based GWA mappings to investigate the genetic basis of expression variation in the 25,849 transcripts (Supplementary Data 1). We determined the 5% false discovery rate (FDR) significance threshold for eQTL detection by mapping 40,000 permuted transcript expression traits using the EMMA algorithm^32^ and the eigen-decomposition significance (EIGEN) threshold^33^ (see “Methods”). In total, we detected 6545 significant eQTL associated with variation in expression of 5291 transcripts from 4520 genes (Fig. 2b and Supplementary Data 2). In close agreement with previous *C. elegans* eQTL studies using recombinant inbred advanced intercross lines (RIAILs) derived from a cross of the N2 and CB4856 strains^3,9^, eQTL in this study were mostly found on chromosome arms (61%) relative to centers (33%), which is likely related to the genomic distribution of variation (Table 1). Of the 4520 genes with transcript-level eQTL, we found overrepresentation of nonessential genes (Fisher’s exact test, odds ratio: 1.18, *p* value: 0.001) and underrepresentation of essential genes (Fisher’s exact test, odds ratio: 0.75, *p* value: 0.001), suggesting stronger selection against expression variation in essential genes than nonessential genes^34^. Gene set enrichment analysis (GSEA) on these 4520 genes showed that proteolysis proteasome-related genes (Fisher’s exact test, Bonferroni FDR corrected *p* = 3.76E−20), especially genes encoding E3 ligases containing an F-box domain (Fisher’s exact test, Bonferroni FDR corrected *p* = 3.73E−15), are the most significantly enriched class (Supplementary Fig. 2, Supplementary Data 3). Other significantly enriched gene classes include metabolism (Fisher’s exact test, Bonferroni FDR corrected *p* = 2.92E−12), stress response (Fisher’s exact test, Bonferroni FDR corrected *p* = 7.24E−12), and histones (Fisher’s exact test, Bonferroni FDR corrected *p* = 3.23E−8). (Supplementary Fig. 2).

**Table 1:** The distribution of eQTL and SNVs.

Domain	eQTL	Local eQTL	Distant eQTL	Genome	Transcripts	SNVs
Tip	388 (5.93%)	224 (7.03%)	164 (4.88%)	7.37 Mb (7.35%)	1712 (6.62%)	1628 (7.76%)
Arm	3966 (60.60%)	2027 (63.64%)	1939 (57.71%)	45.89 Mb (45.76%)	9503 (36.76%)	12,883 (61.37%)
Center	2183 (33.35%)	932 (29.26%)	1251 (37.23%)	47.01 Mb (46.88%)	14,622 (56.57%)	6429 (30.63%)
MtDNA	8 (0.12%)	2 (0.06%)	6 (0.18%)	0.01 Mb (0.01%)	12 (0.05%)	51 (0.24%)
Total	6545	3185	3360	100.29 Mb	25,849	20,991

Genomic domain coordinates were defined previously^92^. Transcript expression traits and SNVs used for eQTL mappings are listed.

We classified eQTL located within a two-megabase region surrounding each transcript (+/–1 Mb from the transcription start site) as local eQTL and all other eQTL as distant^3,9^ (Fig. 2b, Table 1, and Supplementary Data 2). We identified local eQTL for 3185 transcripts from 2655 genes (Fig. 2b, Table 1, and Supplementary Data 2). 

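In the part of Supplementary Data 2 used here, 875 transcripts have a local eQTL. The 5 with the highest variance explained in the study were F10E7.11.1, F19B2.5.1, C13G5.2.2, F08F8.10b.1 and F23B12.6.1 of fntb-1, with 0.982, 0.974, 0.952, 0.941 and 0.933 as the paper's reported values. Strain means of F10E7.11.1, on chromosome II between 7120517 and 7122892, ran from -1.0 to 4.87 (residual SD among cultures 0.34), with a gap of 3.14 between a lower group of 32 strains and the other 175. For F19B2.5.1 on chromosome V a gap of 3.25 separated 143 strains from 64 higher ones, and for fntb-1 on the same chromosome a gap of 3.56 separated 31 strains from 176. A value of -1.0 is that of a TPM of 0. H2 was 0.97 for F10E7.11.1, 0.96 for F19B2.5.1 and C13G5.2.2, 0.91 for F08F8.10b.1 and 0.97 for fntb-1. Summed over its 2 reliably expressed transcripts, fntb-1 varied between 5.98 and 6.46 with an H2 of 0.48. The sums for F10E7.11, F19B2.5, C13G5.2 and F08F8.10 kept an H2 of 0.96, 0.97, 0.97 and 0.9.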

The 2551 local eQTL that passed the more stringent Bonferroni 5% FDR threshold explained most of the estimated narrow-sense heritability (Fig. 2c). Additionally, we found 3360 distant eQTL for 2553 transcripts from 2382 genes (Fig. 2b, Table 1, and Supplementary Data 2). 

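The 5 transcripts whose distant eQTL explained the most variance in the same part of the table were C39B5.10.1, AC8.12, AC8.7, C36A4.12 and F29F11.6.2 of gsp-1, with 0.803, 0.671, 0.671, 0.586 and 0.572 as the paper's reported values. C39B5.10.1 (chromosome III, 2239328 to 2239637) had strain means between -1.0 and 9.97 in ECA703 and a residual SD of 0.54. AC8.12 and AC8.7 lie on chromosome X, from 239849 to 240781 and from 230433 to 231365, and had the same values, with strain means from -1.0 to 3.74 and an H2 of 0.97, and whether their reads were shared between both was not tested. C36A4.12 had strain means from -0.09 to 1.69 and an H2 of 0.56. Strain means of the gsp-1 transcript ran from -1.0 to 3.67, with 13 strains below a gap of 2.70 and an H2 of 0.91. Summed over both transcripts of gsp-1, strain means ran from 6.38 to 7.13 and H2 was 0.16.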

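For the transcripts with a local eQTL in the part of Supplementary Data 2 used here, the median H2 computed here was 0.61 (quartiles 0.40 and 0.80). For the 752 transcripts with a distant eQTL and no local one it was 0.44 (quartiles 0.22 and 0.60). Both lists were made by the study from these samples.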

Compared to local eQTL, distant eQTL generally explained significantly lower variance (Fig. 2c, d). We found that local eQTL and up to six distant eQTL could jointly regulate the expression of transcripts (Fig. 2e). Because substantial linkage disequilibrium (LD) is observed within (*r*^*2*^ > 0.6) and between (*r*^2^ > 0.2) chromosomes in wild *C. elegans* strains^24,27,35^, we calculated LD among eQTL of each of the 861 transcripts with multiple eQTL. We found low LD among most eQTL, with a median LD of *r*^2^ = 0.19 (Supplementary Fig. 3), suggesting complex genetic architectures underlying variation in expression of these transcripts are driven by independent loci.

### A diverse collection of molecular mechanisms underlies distant eQTL hotspots

Distant eQTL were not uniformly distributed across the genome. Of the 3360 distant eQTL, 1828 were clustered into 46 hotspots, each of which affected the expression of 12–184 transcripts (Fig. 3). GSEA on genes with transcript-level distant eQTL in each hotspot revealed potential shared transcriptional regulatory mechanisms across different genes of the same class in 12 hotspots (Supplementary Fig. 4 and Supplementary Data 3). We further examined the enrichment of genes encoding chromatin cofactors and transcription factors^36–38^ in the region of each hotspot and found the hotspot at 30.5-33 cM on chromosome IV was enriched with chromatin cofactor genes (Fisher’s exact test, Bonferroni corrected *p* = 6-E5). To suggest if any of these chromatin cofactor genes might be causal, we performed fine mapping on the 110 distant eQTL in this hotspot. We found that a linker histone chromatin cofactor gene, *hil-2*^38^, might underlie 33 of the 110 transcripts with distant eQTL in this hotspot. 

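Under hil-2, Supplementary Data 4 lists 80 transcripts whose distant eQTL lies on the chromosome of the hotspot, 33 of them in the hotspot between 30.5 and 33 cM. hil-2 lies on chromosome IV from 6294240 to 6295217. Strain means of its transcript Y73B6BL.9a.1 ran from -1.0 in CB4856 to 7.33 in JU1581 with an H2 of 0.86. Y73B6BL.9a.2, the other one, had an H2 of 0.19 and a residual SD of 1.91, and the sum of both ran from 5.76 to 7.67 with an H2 of 0.47. The 80 transcripts had a median H2 of 0.54. Over pairs of them, the mean absolute Pearson's r of strain means was 0.390. Over 10000 random sets of the same size matched on mean expression and H2, the median was 0.306 and the highest 0.419 (permutation test on set membership, one-sided p = 0.0014). For the 33 transcripts of the hotspot alone, the set that the paper names for hil-2, the mean absolute r was 0.323. The median of their matched random sets was 0.291 (permutation test on set membership, one-sided p = 0.21). This test was added here after the data were seen. The study chose both lists from these samples, so the tests are not independent evidence.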

We further performed GSEA for these 33 transcripts and found enrichment in E3 ligases containing an F-box domain (Fisher’s exact test, Bonferroni FDR corrected *p* = 0.003) (Supplementary Fig. 5a), heat stress-related genes (Fisher’s exact test, Bonferroni FDR corrected *p* = 0.01) (Supplementary Fig. 5b), and transcription factors of the homeodomain class (Fisher’s exact test, Bonferroni FDR corrected *p* = 0.003) (Supplementary Fig. 5c). Additionally, we performed fine mapping on distant eQTL in all the other hotspots and filtered for the most likely candidate variants (see Methods for details) (Supplementary Data 4). Then, we focused on the filtered candidate variants that were mapped for at least four transcript expression traits in each hotspot and are in genes encoding transcription factors or chromatin cofactors. In total, we identified 50 candidate genes encoding transcription factors or chromatin cofactors for 25 hotspots. For example, the gene *ttx-1*, which encodes a transcription factor necessary for thermosensation in the AFD neurons^39,40^, might underlie the expression variation of 97 transcripts with distant eQTL in a 1.5 cM hotspot between (44.5-46 cM) on chromosome V. TTX-1 regulates expression of *gcy-8* and *gcy-18* in AFD neurons^39,40^, but no eQTL were detected for the two genes likely because we measured the expression of whole animals. 

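Supplementary Data 4 lists 97 transcripts under ttx-1, which lies on chromosome V from 20053719 to 20064176. Their median H2 was 0.61. The mean absolute Pearson's r of their strain means, over all pairs, was 0.611. Over 10000 random sets matched on mean expression and H2, the median was 0.289 and the highest 0.391 (permutation test on set membership, one-sided p = 0.0001, the smallest that these sets can give). With the developmental scores regressed out the mean absolute r fell to 0.334 but stayed above every random set, the highest of which was 0.237. The study made the list from these samples. Expression of ttx-1 itself was low: strain means of Y113G7A.6d.1 ran from -0.96 to 1.33 with an H2 of 0.33, and those of Y113G7A.6c.1 from -1.0 to 1.03 with an H2 of 0.08. For gcy-8 the strain means ran from -0.97 to -0.23 (residual SD 0.12, H2 0.34) and for gcy-18 from -0.81 to 0.77 (residual SD 0.19, H2 0.43), so that expression of gcy-8 was close to a TPM of 0 in every strain.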

Besides the 50 candidate genes, the hundreds of other fine mapping candidates are not as transcription factors or chromatin cofactors, suggesting other mechanisms underlying distant eQTL. Altogether, as previously implicated in other species^7,11,41^, our results indicate that a wide range of molecular mechanisms likely cause gene expression variation in *C. elegans*.

**Fig. 3:**
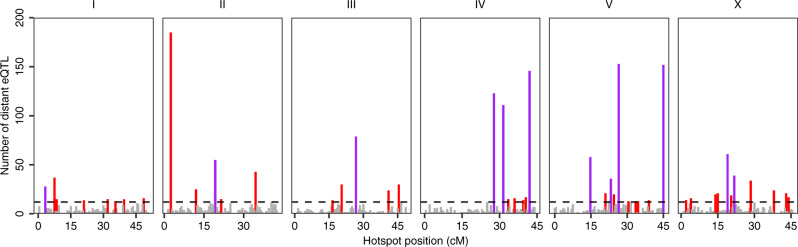
Distant eQTL hotspots. The number of distant eQTL (*y*-axis) in each 0.5 cM bin across the genome (*x*-axis) is shown. The horizontal dashed line indicates the threshold of 12 eQTL. Bins with 12 or more eQTL were identified as hotspots and are colored red. Adjacent bins that all passed the threshold were merged and are colored purple, with the center of the merged bins as the position on the *x*-axis. Bins with fewer than 12 eQTL are colored gray.

### Mediation analysis facilitates candidate gene prioritization

Mediation analysis seeks to identify the mechanism that underlies the relationship between an exposure (an independent variable) and an outcome (a dependent variable) via the inclusion of one or multiple mediators (intermediary mediating variables). The total effects of the exposure on the outcome include both direct effects that could not be explained by mediators and indirect effects that act through mediators. In quantitative genetics mapping studies, genotypes could affect organism-level phenotypes directly or indirectly through the intermediate effects of gene expression^11^. Therefore, we could use mediation analysis to understand how genetic variants (exposure) affect organism-level phenotypic variation (outcome) through expression variation of one or multiple genes (mediators). We have previously identified mediation effects of *scb-1* expression on responses to several chemotherapeutics and *sqst-5* expression on differential responses to exogenous zinc using linkage mapping experiments^9,13^. To validate whether our expression and eQTL data can be used to identify candidate genes, we first performed mediation analysis on one published GWA study of variation in responses to the commonly used anthelmintic albendazole (ABZ)^42^.

Previously, wild *C. elegans* strains were exposed to ABZ and measured for effects on development to identify genomic regions that contribute to variation in ABZ resistance. A single-marker GWA mapping was performed first to detect two QTL on chromosomes II and V, but no putative candidate gene was identified. Using a burden mapping approach, prior knowledge of ABZ resistance in parasitic nematodes, and manual curation of raw sequence read alignment files, the gene *ben-1* was found to underlie natural variation in ABZ resistance variation^42^. The single-marker GWA mapping was not able to detect an association between ABZ resistance and *ben-1* variation because of high allelic heterogeneity caused by rare SNVs and structural variants (Supplementary Fig. 6). However, rare SNVs or structural variants might lead to changes in *ben-1* expression and ABZ resistance. 

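The single reliably expressed transcript of ben-1, C54C6.2.1, lies on chromosome III from 3537642 to 3541639 and encodes a beta-tubulin. Over the 207 strains its log2(normalized TPM + 0.5) had a mean of 4.19 ± 0.50 (SD among strain means), with a residual SD of 0.18 among cultures of a strain. Strain means ran from 2.40 in JU1808 to 5.24 in ED3012. H2 was 0.88, and the F ratio of strains was 20.8 (permutation test of the strain labels, one-sided p = 1e-05, the smallest that 100000 resamples can give). With all 608 samples instead of the selected ones, which moved it most, H2 was 0.80.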

We found two distant eQTL, in regions overlapping with the two organism-level ABZ QTL, for *ben-1* expression variation. Therefore, these results provided an excellent opportunity to test the effectiveness of mediation analysis among organism-level phenotypes, genotype, and gene expression. We performed mediation analysis on the animal length variation (outcome) in response to ABZ, the genetic variation (exposure) at the GWA QTL of the animal length variation, and the expression of 1,157 transcripts (potential mediators) that had eQTL that overlapped with the QTL for the animal length variation. We identified significant mediation effects by the expression of 12 transcripts of 11 genes, including *ben-1* (Fig. 4a). 

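Besides ben-1, 17 transcripts of the other 10 genes in Fig. 4a were reliably expressed, all on chromosome II; which of the transcripts of a gene the study used is not stated in the text. The 18 transcripts with ben-1 included had a median H2 of 0.83, and 16 of them exceeded 0.5. Over strain means, the Pearson's r of the 17 transcripts with ben-1 ran from -0.45 to 0.28, and 13 had an adjusted p under 0.05 (permutation tests, two-sided, Benjamini-Hochberg over the 17), 8 of these positive. By Spearman's rho 10 passed that threshold. The permutations treat the strains as independent. Relatedness among strains, which the paper reports, was not modelled, so these p-values can be too small. Of the 17 transcripts, 6 are of acdh-2, so the tests are not of separate genes.
By Pearson's r the relation of M151.9 was the strongest, with r = -0.45 (permutation p = 1e-05, the smallest possible, adjusted p = 0.00017) and rho = -0.39 (permutation p = 1e-05, adjusted p = 2.4e-05), and r = -0.47 without the 2 strains farthest from the median of ben-1. Y47G7B.2 had r = 0.28 (permutation p = 4e-05, adjusted p = 0.00034), rho = 0.19 (permutation p = 0.0053, adjusted p = 0.009) and r = 0.31 without those strains. By rho the strongest was T06D4.1a.2, with rho = -0.57 (permutation p = 1e-05, adjusted p = 2.4e-05) against r = -0.21 (permutation p = 0.0065, adjusted p = 0.0092). For W10D9.3a.1, r was 0.22 (permutation p = 0.0021, adjusted p = 0.0049) but rho was -0.10 (permutation p = 0.15, adjusted p = 0.21), so its direction depends on the measure. Without the strains of low ben-1 expression, set apart after the values were seen, its r was -0.10 (permutation p = 0.15, adjusted p = 0.21) and its rho was -0.25 (permutation p = 0.00048, adjusted p = 0.00082). With the pool as a fixed effect, 12 of the 17 transcripts had an adjusted p under 0.05. Such correlations are common in these data: the median absolute r with ben-1 was 0.21 over the 17 transcripts and 0.21 over all other reliably expressed transcripts. F14D2.14 had the highest H2 of the 17, 0.98, and strain means from -1.0 to 5.62.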

The expression of *ben-1* showed the second-highest mediation effect among the 12 mediators and explained 26% of the total effects via a genetic variation on animal length variation. We found a moderate negative correlation between the expression of *ben-1* and animal length (Fig. 4b), suggesting that expression variation impacts differences in ABZ responses. We further examined genetic variants across strains and found that those strains with relatively low *ben-1* expression and high ABZ resistance all harbor SNVs or structural variants with different predicted effects (Fig. 4b), suggesting that the extreme allelic heterogeneity at the *ben-1* locus might affect ABZ response variation by reducing the abundance of this beta-tubulin. 

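Strain means of ben-1 had a tail toward low values, with a skewness of -1.45. A limit of 3.5 was set here after the values were seen, and 19 strains lay under it: JU1808, BRC20067, QG556, JU1395, QG2075, JU346, ECA348, PS2025, CX11271, QX1212, ED3005, MY795, JU360, MY518, MY18, ECA923, KR314, JU830 and JU2862. In 17 of them every culture lay under the limit. The median strain mean was 4.24, with quartiles of 4.03 and 4.50. In the 188 strains at or over the limit H2 was still 0.71. Genotypes and drug responses were not used here. From the variants that it finds in the strains of low expression, the paper proposes that alleles of ben-1 affect the albendazole response by reducing the abundance of this beta-tubulin.

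**Figure D2:**
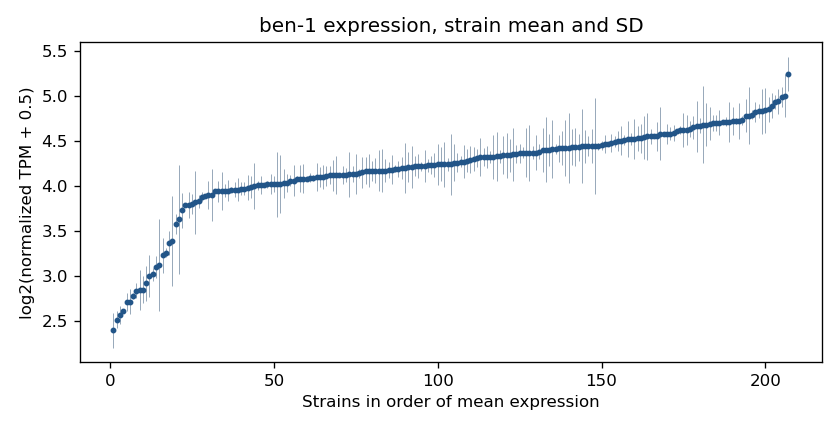
Strain means (points) and SD among the 2 or 3 cultures (bars) of ben-1 expression in log2(normalized TPM + 0.5), with the 207 strains in order of their mean. The 19 lowest strains lie between 2.40 and 3.39.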

We have validated the causality of *ben-1* in *C. elegans* response to ABZ using the CRISPR-Cas9 genome editing system for multiple variants in *ben-1*^42–44^. These variants disrupt the function of BEN-1 to affect *C. elegans* responses to ABZ as shown by the developmental stage (animal length) trait^42–44^. We regressed *ben-1* expression by the existence of these genetic variants in *ben-1* and found no correlation between regressed expression and animal length (Fig. 4b), further supporting that the allelic heterogeneity altered *ben-1* expression to affect ABZ response in *C. elegans*. To test the impact of expression variation on phenotypic variation, we regressed animal length by expression of every transcript in our data and performed GWA mappings. Then, we compared the GWA mapping significance value after regression to the original GWA mapping significance value at a pseudo variant marker that represents all the variants in *ben-1* (Fig. 4c and Supplementary Fig. 6)^45^. We found animal length regressed by the expression of *ben-1* showed one of the largest drops in significance, and significance in most of the other mappings was approximately equal to the original significance value (Fig. 4c and Supplementary Fig. 6). These results indicated that increasing *ben-1* expression decreases resistance to ABZ and suggested the applicability of mediation analysis using the expression and eQTL data for other *C. elegans* quantitative traits.

**Fig. 4:**
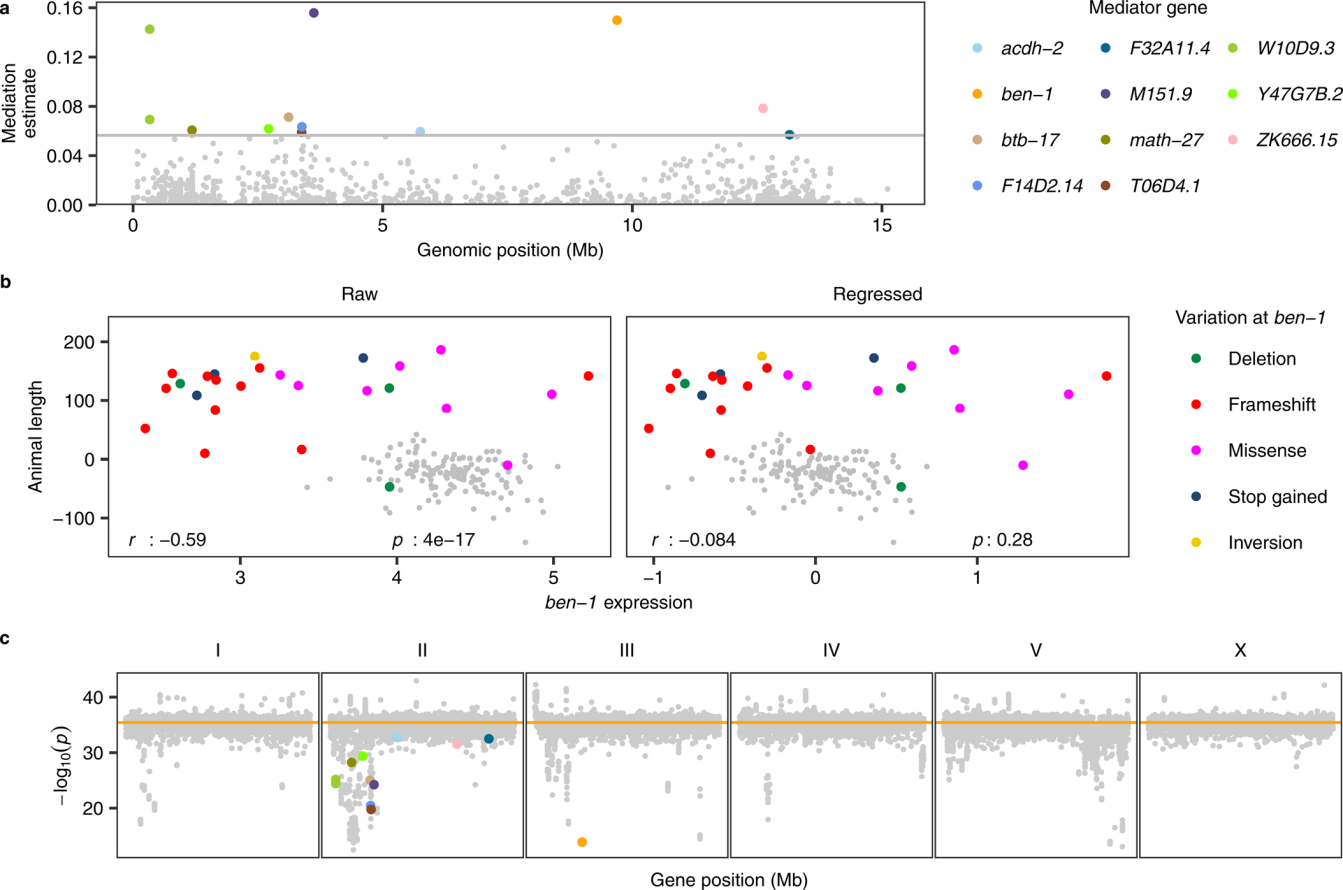
Mediation effects of *ben-1* expression on *C. elegans* resistance to albendazole. **a** Mediation estimates (*y*-axis) calculated as the indirect effect that differences in expression of each gene play in the overall phenotype are plotted against the genomic position of the eQTL (*x*-axis) on chromosome II. The horizontal gray line represents the 99th percentile of the distribution of mediation estimates. Significant mediators are colored other than gray by their genes as shown in the legend. **b** The correlation of animal length (*y*-axis) to raw *ben-1* expression and to *ben-1* expression regressed by variation at *ben-1* on *y*-axis. The correlation coefficient *r* and the *p* values using the two-sided Pearson’s correlation tests were indicated at the bottom. Strains are colored by the type of their genetic variants in *ben-1*. Strains without identified variants are colored gray. **c** Significance at the pseudo variant marker of 25,837 GWA mappings. Each point represents a GWA mapping that is plotted with its −log_10_(*p*) value (*y*-axis) at the pseudo variant marker (III: 3,539,640) against the genomic locations (x-axis) of the transcript of which the expression was used in regression for animal length. Points for traits regressed by expression of transcripts identified as significant mediators are colored as in **a**. The orange horizontal line represents the significance of the pseudo variant marker using the raw animal length of 167 strains (Supplementary Fig. 6). GWA mapping results of 12 traits regressed by expression of mitochondrial genes were excluded but all with significance close to the horizontal line. We used the *GWAS()* function in the R package *rrBLUP*^87^ to perform the genome-wide mapping with the EMMA algorithm^32^ (see “Methods”).

We further applied mediation analysis to another eight previously published studies of *C. elegans* natural variation and GWA mapping studies of different traits, including telomere length^46^ (Fig. 5a), responses to arsenic^47^ (Fig. 5b), zinc^13^ (Fig. 5c), etoposide^48^ (Fig. 5d), propionate^49^ (Fig. 5e), abamectin^50^ (Fig. 5f), dauer formation in response to pheromone^51^, and lifetime fecundity^52^ (Fig. 5g). Causal variants and genes that partially explained the phenotypic variation in all the eight traits, except for lifetime fecundity, have been identified using fine mappings and genome-editing experiments^13,46–52^. Only one causal gene, *dbt-1* (for arsenic response variation^47^), has eQTL detected and its expression was tested in mediation analysis for arsenic response variation^47^ (Fig. 5b). No significant mediation effects were found on arsenic response variation by the expression of *dbt-1*. We also did not observe significant differential expression between strains with different alleles at the previously validated causal *dbt-1* QTV (II:7944817)^47^. Therefore, this causal variant possibly causes arsenic response variation only by affecting enzymatic activity^47^ and not the abundance of the *dbt-1* transcript. Instead, we identified *bath-15* as a significant mediator gene for arsenic response variation (Fig. 5b). 

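dbt-1 lies on chromosome II from 7942602 to 7945206 and had 2 reliably expressed transcripts. Strain means of ZK669.4.2 ran from -0.75 in ECA738 to 7.22 in JU2570 (SD 1.11, residual SD 0.20 among cultures, H2 0.97). Those of ZK669.4.1 ran from -1.0 to 7.11 in QG556 (SD 1.33), but with a residual SD of 1.65 and an H2 of 0.17. The sum of both transcripts varied far less, from 6.16 to 7.23 (SD 0.19, H2 0.66). Which transcript the study tested is not stated in its text, and genotypes at the variant were not used here. From the lack of a difference in expression between its alleles, the paper proposes that the variant acts through enzymatic activity and not through the abundance of the transcript.

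**Figure D3:**
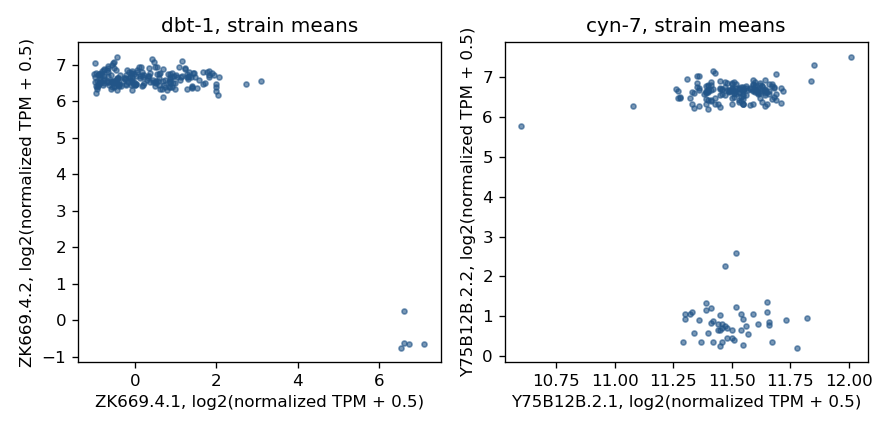
Strain means of the 2 reliably expressed transcripts of dbt-1 (left) and of cyn-7 (right) in log2(normalized TPM + 0.5), 1 point per strain. In ECA738, CX11285, QG556, ECA348 and PS2025 ZK669.4.2 lies between -0.75 and 0.26 and ZK669.4.1 between 6.55 and 7.11. Over all 207 strains Y75B12B.2.1 of cyn-7 lies between 10.60 and 12.01.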

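bath-15 lies on chromosome III from 7774677 to 7776033. Strain means of its transcript C08C3.2a.2 ran from 2.83 in JU1934 to 4.30 in MY2585 with an H2 of 0.53 and a residual SD of 0.21, and those of C08C3.2b.1 from 1.90 to 3.66 with an H2 of 0.45 and a residual SD of 0.27. Summed, they had an H2 of 0.63 and strain means from 3.58 to 4.93.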

For the other seven organism-level traits, putative genes whose expression likely mediated the phenotypic variation were detected for six of the traits (Fig. 5). For example, the top mediator gene for the variation in responses to abamectin was *cyn-7*, which is predicted to have peptidyl-prolyl *cis*-*trans* isomerase activity (Fig. 5f)^53^. 

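cyn-7 lies on chromosome V from 15186582 to 15187378. Strain means of Y75B12B.2.2 ran from 0.22 in XZ1516 to 7.50 in JT11398 with a residual SD of 0.45 and an H2 of 0.97. Y75B12B.2.1 was expressed far more strongly, with a mean of 11.51 and an H2 of 0.29, so that the sum of both had an H2 of 0.31 and strain means from 10.66 to 12.07. The 15 reliably expressed transcripts of the 11 genes in Fig. 5f had a median H2 of 0.94, and 13 of them exceeded 0.5. W02G9.3 and F57A10.4 had a pair of transcripts each, all 4 with an H2 of at least 0.94, whereas the gene-level H2 was 0.40 and 0.74.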

For the variation in lifetime fecundity (Fig. 5g), one of the 17 putative mediator genes was *ets-4*, which is known to affect the larval developmental rate, egg-laying rate, and lifespan^54^. 

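ets-4 lies on chromosome X from 6518883 to 6522667. Its transcript F22A3.1b.1 had strain means from 1.49 in MY1 to 4.14 in CX11254, with a residual SD of 0.29 and an H2 of 0.70, whereas F22A3.1a.1 had an H2 of 0.12 and a residual SD of 0.95. Over the 17 genes in Fig. 5g, 42 transcripts were reliably expressed and had a median H2 of 0.47, with 18 above 0.5. The highest was that of math-2, 0.95, and the lowest that of F53E4.1c.1, 0.03.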

To compare with mediation results for lifetime fecundity, we performed fine mapping and identified top candidate genes as described for distant eQTL. We identified 74 candidate genes using fine mapping, without overlapped genes with the 17 mediator genes. Among these 17 mediator genes, seven genes, including *ets-4*, are on different chromosomes from the related QTL, suggesting that mediation analysis nominated new candidate genes that were unable to be detected in fine mappings. Taken together, we concluded that mediation analysis using the newly generated expression and eQTL data facilitates candidate gene prioritization in GWA studies.

**Fig. 5:**
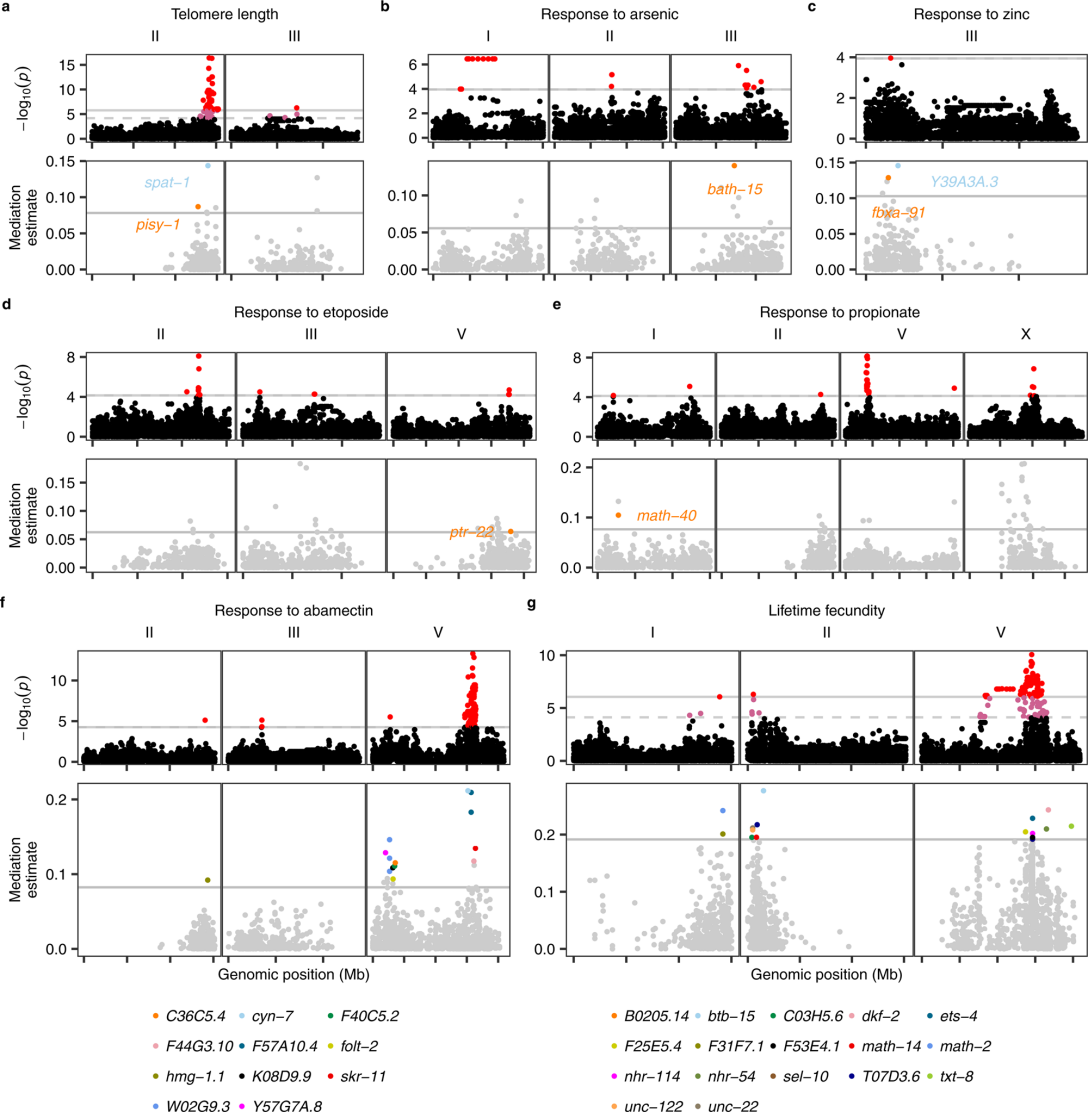
Mediation effects of gene expression on variation in seven organism-level phenotypes of *C. elegans*. GWA mapping and mediation analysis results of natural variation in *C. elegans* telomere length (**a**), responses to arsenic (**b**), zinc (**c**), etoposide (**d**), propionate (**e**), abamectin (**f**), and lifetime fecundity (**g**). Top panel: a Manhattan plot indicating the GWA mapping result for each phenotype is shown. Each point represents an SNV that is plotted with its genomic position (*x*-axis) against its −log_10_(*p*) value (*y*-axis) in mapping. SNVs that pass the genome-wide EIGEN threshold (the dotted gray horizontal line) and the genome-wide Bonferroni threshold (the solid gray horizontal line) are colored pink and red, respectively. QTL were identified by the EIGEN (**c**–**f**) or Bonferroni (**a**, **b**, **g**) threshold. Only chromosomes with identified QTL were shown. Bottom panel: mediation estimates (*y*-axis) calculated as the indirect effect that differences in expression of each gene play in the overall phenotype are plotted against the genomic position (*x*-axis) of the eQTL. The horizontal gray line represents the 99th percentile of the distribution of mediation estimates. The mediator genes with adjusted *p* < 0.05 and interpretable mediation estimate >the 99th percentile estimates threshold are colored other than gray and labeled in **a**–**e** or below **f**, **g**. Tick marks on *x*-axes denote every 5 Mb. We used the *GWAS()* function in the R package *rrBLUP*^87^ to perform the genome-wide mapping with the EMMA algorithm^32^ (see “Methods”).

## Discussion

*C. elegans* was the first metazoan to have its genome sequenced and has been subjected to numerous genetic screens to identify the genes that underlie different traits, including programmed cell death, drug responses, development, and behaviors. Despite huge efforts by a large research community, over 60% of its genes have not been curated with functional annotations or associated with defined mutant phenotypes^55^. A likely reason is that most *C. elegans* research uses the reference strain N2 under laboratory conditions, and the functions of many genes might only be revealed in natural environments or in different genetic backgrounds^56^. In the last decade, wild *C. elegans* strains have shown phenotypic variation in numerous studies^16,25,29,57–59^. Here, we provide a large resource of transcriptome profiles from wild *C. elegans* strains. Both the raw and processed data are publicly available, and we will further develop an expression browser on CeNDR for easy querying and interactive visualization of expression variation across wild strains. We will also create tools to aid differential expression analysis and visualization between any pair of strains available in our data. We believe our data will facilitate natural variation and evolution research in *C. elegans*.

In addition to generating these data, we used GWA to study gene regulation variation. We detected 6545 eQTL associated with variation in expression of 5291 transcripts of 4520 genes. These genes are enriched in processes, including the proteasome, metabolism, stress response, etc., suggesting gene expression regulation plays an important role in the adaptation of natural *C. elegans* strains to various environments^60,61^. We identified local eQTL that explained most of the narrow-sense heritability (*h*^2^) and significantly larger variance than distant eQTL, likely because of higher possibilities of pleiotropy and thus stronger selection pressures. We also observed lower variation in gene expression than in genome sequence and underrepresentation of essential genes among all of the genes identified with eQTL, suggesting stabilizing selection against gene expression as previously observed in *C. elegans* and other species^5,12,62,63^.

Although previous *C. elegans* eQTL studies using recombinant inbred lines have revealed rich information on the genetic basis of gene expression variation, mapping using 207 genetically distinct wild strains has the advantage of much greater genetic diversity. We reanalyzed the results of one previous study that used linkage mapping to identify eQTL from the young adult stage of N2xCB4856 recombinant inbred advanced intercross lines (RIAILs)^3,9^. We reclassified 1208 local eQTL and 1179 distant eQTL for 2054 microarray probes of 2003 genes (Supplementary Fig. 7a). Both the eQTL GWA and linkage mappings detected overlapping local eQTL for 454 genes and distant eQTL for 19 genes, indicating that the CB4856 strain carries the common alternative alleles among wild *C. elegans* strains for these 473 loci. However, among the 6545 eQTL that we detected, the strains N2 and CB4856 shared the same genotypes in 4476 eQTL, which could not be discovered using N2xCB4856 recombinant inbred lines. Alternatively, RIAILs might have less linkage disequilibrium between nearby variants and thus smaller eQTL regions of interest than eQTL in wild *C. elegans* strains. The GWA eQTL in this study have a median region of interest of 2.1 Mb (ranged from 12 kb to 18 Mb), whereas the N2xCB4856 RIAILs eQTL showed a median size of 0.55 Mb (ranged from 149 bp to 6.8 Mb), which might make the identification of underlying causal variants easier. The N2xCB4856 RIAILs might also provide greater power than our study, because 1870 eQTL of 1579 genes were only detected using expression data from the N2xCB4856 RIAILs. We further found nine distant eQTL hotspots overlapped between the two studies (Supplementary Fig. 7b). However, these shared hotspots comprise different genes between the two studies, indicating that variation in regulatory factors is not common between the linkage and association mapping studies. Future research should leverage both types of mapping studies to identify common regulatory mechanisms, focusing on local eQTL.

To further examine whether the eQTL that we found here had been identified previously, we collected eQTL data in *C. elegans* from another seven studies^17–23^. These seven studies measured the expression of N2xCB4856 RILs and JU1511xJU1926xJU1931xJU1941 multiparental RILs under different conditions and identified eQTL^17–23^. Our study, the above N2xCB4856 RIAILs eQTL study, and the seven studies represent expression variation under 14 different conditions, such as different environmental conditions and different developmental stages. We examined whether the eQTL that we detected in our study had been identified in any of the eight studies and the total overlap across all nine studies. We found that 2029 eQTL (31% of the 6545 eQTL) for 1993 transcripts of 1625 genes found in our study were previously detected in at least one other study (Supplementary Fig. 8). The median number of detections of these 2029 eQTL across the 14 conditions of nine studies is three (ranging from two to 14) (Supplementary Fig. 8). The overlapped eQTL identified across studies, especially the 11 eQTL found in all 14 conditions, suggested small effects of developmental stages and environmental conditions on the regulation of these genes.

In addition to the high linkage disequilibrium across the *C. elegans* genome, the recently discovered hyper-divergent genomic regions made this eQTL study challenging. Approximately 20% of the genomes in some wild *C. elegans* strains were found to have extremely high diversity compared to the N2 reference genome^27^. Short-sequence reads of wild *C. elegans* strains often fail to align to the N2 reference genome in these regions and showed lower coverage than in other regions^27^. Similarly, expression levels of genes in hyper-divergent regions could be underestimated because of the poor alignment of RNA-seq reads. Therefore, we only used the expression of transcripts in non-divergent regions to map eQTL and flagged the loci that are in common hyper-divergent regions, where we were less confident in the genotypes of wild strains (Supplementary Data 2). 

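In a partial copy of Supplementary Data 1, the study left 126 values empty in strains whose names are the same here, for 23 transcripts and 29 strains. An empty value stands for a transcript in a hyper-divergent region of that strain. Strain means computed here for these cells were compared with the mean of the strains that have a value for the same transcript. The difference, empty minus filled, had a median of -0.36 on the log2 scale (quartiles -0.80 and 0.06). It was below 0 in 91 of the 126 cells (72.22%), below -1 in 21 and above 1 in 11. With a pseudocount of 0.1, which moved it most, the median was -0.58. The names of all 23 transcripts begin with B0019, B0047, B0213 or B0250, so they come from few stretches of the genome. Neighbouring transcripts of a strain are not independent, and in many cells the strain mean was -1.0, that of a TPM of 0. This is a description without a test, and it covers these stretches only. The paper reasons that poor alignment in such regions could lead to underestimated expression, and it used only transcripts outside them to map eQTL.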

Genes in hyper-divergent regions were enriched in classes that were related to sensory perception, immune response, and xenobiotic stress response^27^. Our data might not capture the full landscape of expression variation in these genes, potentially including some most variable genes, and their local regulatory loci. Furthermore, we only used distant eQTL that are not in common hyper-divergent regions to identify hotspots. Hyper-divergent regions contain poorly characterized SNVs. Therefore, the number of regulatory loci in hyper-divergent regions might be underestimated for both local and distant genes. Future efforts using long-read sequencing are necessary to study the sequence, expression, natural selection, and evolution of genes in hyper-divergent regions, which could improve the understanding on the adaptation of *C. elegans* in various environments.

Variation in gene expression was suggested to impact organism-level phenotypic variation^7,64–66^. Combining previous GWA studies in *C. elegans* with an expression of genes with eQTL, we used mediation analysis to search for organism-level phenotypic variation that can be explained by variation in gene expression. Compared to previous studies using mediation analysis on gene expression and eQTL data from the N2xCB4856 recombinant inbred lines^9,13^, we added a multiple testing correction procedures to our mediation analysis. We performed a mediation analysis on ABZ response variation^42^. The causal gene *ben-1* underlying the trait was identified using a burden mapping approach^42^ along with prior knowledge^67,68^ about the role of beta-tubulin in this drug response. Although two GWA QTL on chromosomes II and V were found, they were identified likely because of their interchromosomal linkage disequilibrium to variants in the *ben-1* locus^42^ (Supplementary Fig. 6). The single-marker GWA mapping could not associate ABZ response variation because of the extreme allelic heterogeneity at the *ben-1* locus. However, we used mediation analysis to identify *ben-1* without consideration of prior knowledge or burden mapping results, demonstrating the power of the approach (Fig. 4a). Although the transcriptome is likely to be affected by ABZ treatment, statistical mediation analysis using expression data collected in normal conditions provided evidence on the baseline expression of *ben-1* and other genes that ultimately affected the response of animals to ABZ. The power of this approach is that it does not require the induction of expression differences to cause phenotypic differences (*e.g*., mediation reflects potential functional differences in levels of genes that vary across strains in normal growth conditions). Future transcriptome data collected from animals during ABZ treatment could help us to understand how gene expression changes in response to ABZ. We further identified significant mediators for seven other organism-level traits (Fig. 5). The expression of these mediator genes could affect the corresponding phenotypic variation, which should be validated in the future.

Mediation analysis provides an efficient hypothesis-generating approach to be performed in parallel to fine mappings. Additionally, mediator genes could contribute to organism-level phenotypic variation in addition to causal genes identified using fine mappings. One limitation of fine mappings is that searching for causal genes and variants is restricted to the QTL region of interest. Mediation analysis can make statistical connections between the organism-level phenotypes and the expression of genes far away from the QTL. As mentioned above, large GWA QTL regions of interest make it difficult to identify causal genes, which require validation using genome editing. Future *C. elegans* GWA studies should use both fine mappings and mediation analysis to prioritize candidate genes. If the candidate genes overlap between the two approaches, then validation approaches can be initiated using genome editing. In cases where the two approaches identify different candidate genes, prioritization using prior knowledge across all genes identified by both approaches can inform which genes should be tested for validation using genome editing. Previous studies using fine mappings prioritized candidate genes harboring coding variants predicted to have strong functional impacts. In mediation analysis, noncoding variants that likely affect the expression of mediator genes could also be nominated as candidates. For example, upstream variants were suggested to underlie expression variation of the gene *scb-1*, which mediated differences in responses to bleomycin and three other chemotherapeutics^9,69^.

The goal of quantitative genetics is to understand the genetic basis and mechanisms underlying phenotypic variation. Here, we showed that mediation analysis, which uses expression and eQTL data to search connections between genetic variants and complex traits, provides additional loci that might further explain phenotypic variation. In the latest version of CeNDR, we have added mediation analysis into the GWA mapping tool^70^ using the expression and eQTL data from this study, and provide the results along with other mapping outputs. The framework we developed for mediation analysis complements marker-based GWA mappings and is also applicable to using various other intermediate traits, such as small RNAs, proteins, and metabolites. Any genes and variants underlying variation in these factors can be nominated as candidates for phenotypic validation. Furthermore, we could measure all of these data and complex traits from the exact same samples using *C. elegans*, which can be easily grown at a large scale to have synchronized isogenic populations. Analyses using measurements of mRNAs, small RNAs, proteins, and metabolites could strengthen conclusions about causal genes and mechanisms underlying complex traits using a more holistic perspective of organismal phenotypic variation. We foresee this strategy will greatly improve the powers of quantitative genetic mappings in the future.

## Methods

### *C. elegans* strains

We obtained 207 wild *C. elegans* strains from *C. elegans* Natural Diversity Resource (CeNDR)^25^. Animals were cultured at 20 °C on a modified nematode growth medium (NGMA) containing 1% agar and 0.7% agarose to prevent burrowing and fed *Escherichia coli* strain OP50^71^. Prior to each assay, strains were grown for three generations without starvation or encountering dauer-inducing conditions^71^.

### Animal growth and harvest

We grew and harvested synchronized populations of each strain at the young adult stage with independently grown and prepared biological replicates. Specifically, L4 larval stage hermaphrodites were grown to the gravid adult stage on 6 cm plates and were bleached to obtain synchronized embryos. Approximately 1000 embryos were grown on each 10 cm plate to the young adult stage and were harvested after the first embryo was observed. M9 solution was used to wash harvested animals twice to remove *E. coli*. Animals were then pelleted by centrifugation (448 × *g* for 1 min) and Trizol reagent (Ambion) was added to maintain RNA integrity before storage at −80 °C.

### RNA extraction

Frozen samples in Trizol were thawed at room temperature and 100 µL acid-washed sand (Sigma, catalog no. 274739) was added to help to disrupt animal tissues. Then chloroform, isopropanol, and ethanol were used for phase separation, precipitation, and washing steps, respectively. Total RNA pellets were resuspended in nuclease-free water. The concentration of total RNA was determined using the Qubit RNA XR Assay Kit (Invitrogen, catalog no. Q33224). RNA quality was measured using the 2100 Bioanalyzer (Agilent). For the over 600 samples of 207 strains, we performed 30 batches of RNA extraction, with 12–24 samples per batch and replicates of the same strains in different batches. RNA samples with a minimum RNA integrity number (RIN) of 7 were used to construct Illumina sequencing libraries.

### RNA library construction and sequencing

Illumina RNA-seq libraries were prepared in 96-well plates. Replicates of the same strain were prepared in different 96-well plates. For each sample, mRNA was purified and enriched from 1 µg of total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, catalog no. E7490L). RNA fragmentation, first- and second-strand cDNA synthesis, and end-repair processing were performed with the NEBNext Ultra II RNA Library Prep with Sample Purification Beads (New England Biolabs, catalog no. E7775L). The cDNA libraries were adapter-ligated using adapters and unique dual indexes in the NEBNext Multiplex Oligos for Illumina (New England Biolabs, catalog no. E6440, E6442) and amplified using 12 PCR cycles. All procedures were performed according to the manufacturer’s protocols. The concentration of each RNA-seq library was determined using Qubit dsDNA BR Assay Kit (Invitrogen, catalog no. Q32853). Approximately 96 RNA-seq libraries were pooled and quantified with the 2100 Bioanalyzer (Agilent) at Novogene, CA, USA. Each of the pools of libraries was sequenced on a single lane of an Illumina NovaSeq 6000 platform, yielding 150-bp paired-end (PE150) reads.

In total, RNA-seq data of 608 samples from 207 wild *C. elegans* strains in seven pooled libraries were obtained with an average of 32.6 million reads per sample and a minimum of 16.6 million reads. 

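The labels of the 608 samples hold 14 different pool entries, which are the numbers from 01 to 08 and joined pairs of these numbers. The median total of estimated counts per sample was between 24193404 and 42920503 for every entry except pool 02, whose 2 samples had 15461168 and 212117178 counts. The largest total belongs to a sample of strain CX11254 in pool 04.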

Of the 207 strains, 194 strains with three replicates, and 13 strains with two replicates.

### Sequence processing and expression abundance quantification

Adapter sequences and low-quality reads in raw sequencing data were removed using *fastp* (v0.20.0)^72^. *FastQC* (v0.11.8) analysis (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) was performed on trimmed FASTQ files to assess read quality (adapter content, read-length distribution, per read GC content, etc.). For RNA-seq mapping, SNV-substituted reference transcriptomes for each of the wild *C. elegans* strains were generated using *BCFtools* (v.1.9)^73^, *gffread* (v0.11.6)^74^, the N2 reference genome (WS276), a GTF file (WS276)^53^, and the hard-filtered isotype variant call format (VCF) 20200815 CeNDR release (Supplementary Fig. 1). Transposable element (TE) consensus sequences of *C. elegans* were also extracted from Dfam (release 3.3)^75^ using scripts (https://github.com/fansalon/TEconsensus). We used *Kallisto* (v0.44.0) to (1) pseudoalign trimmed RNA-seq reads from each sample to the transcriptome index built from the strain-specific SNV-substituted reference transcriptome (65,173 transcripts) and TE consensus sequences (157 TEs) and (2) quantify expression abundance at the transcript level^76^. 

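Among the protein-coding genes and pseudogenes in the tables, 73.5% had at least 1 transcript that passed the study's expression rule. The mean total of estimated counts per sample was 31299744.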

On average, 31.3 million reads pseudoaligned to the transcriptome index per sample with a minimum of 15.5 million reads, which were sufficient to capture the expression of more than 70% of the *C. elegans* reference genome genes. We used the 608 samples of 207 strains and 39,008 transcripts of protein-coding genes and pseudogenes in our analysis.

### Selection of reliably expressed transcripts

We first normalized the raw counts of transcript expression abundances without the default filtering of low abundance transcripts using the R package *sleuth* (v0.30.0)^77^. Then, we filtered 26,043 reliably expressed transcripts of 16,238 genes by requiring at least five normalized counts in all the replicates of at least ten strains (Supplementary Fig. 1). 

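With this rule 26387 transcripts of 16260 genes passed, 15509 of the genes protein-coding and 751 pseudogenes by the biotype of the gene. Requiring at least 10 normalized counts moved the number most, to 24333 transcripts of 15087 genes. When the biotype of each transcript was used in place of that of its gene, an alternative chosen after the data were seen, 26039 transcripts of 16235 genes passed.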

We also removed data for transcripts that were in the hyper-divergent regions on a per strain basis, because hyper-divergent regions varied across *C. elegans* strains^27^. The data of 3775 transcripts were removed in at least one strain. After this filtering, the total number of strains that retained data in the 3775 transcripts was lower than 207. To maintain relatively high power in eQTL mappings, we required that at least 100 strains should have retained data in each transcript. So we thoroughly filtered out 194 of the 3775 transcripts that did not meet this final requirement. In summary, we collected reliable expression abundance for 25,849 transcripts of 16,094 genes (15,364 protein-coding genes and 730 pseudogenes).

### Selection of well-clustered samples

We used sample-to-sample distance to select well-clustered samples (Supplementary Fig. 1). We first summarized raw counts of reliably expressed transcripts into gene-level abundances using the R package *tximport* (v1.10.1)^78^. Then, we performed variance stabilizing transformations on the gene expression profile using the *vst()* function in the R package *DESeq2* (v1.26.0), which generated log_2_ scale normalized expression data^79^. Sample-to-sample pairwise Euclidean distances among the 608 samples were calculated using the generic function *dist()* in R (v3.6.0)^80^. 

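On variance-stabilized gene-level counts, the Euclidean distance between samples of the same strain had a mean of 45.7 over 595 pairs, against 71.0 between samples of different strains. The lowest mean within strains over 100000 permutations of the strain labels was 68.4 (permutation test, one-sided p = 1e-05, the smallest possible). Over the 568 pairs within strains whose samples came from different pools, the mean was 46.0.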

Our basic assumption is that intra-strain distances among replicates should be smaller than inter-strain distances. Because the majority of the 207 wild *C. elegans* strains exhibit low overall genetic diversity (Fig. 1d)^24,35,81^, we required that the intra-strain distances of replicates be smaller than the median of inter-strain distances of the strain to other strains. Specifically, for each strain, if all of its intra-strain distances were smaller than the median of its inter-strain distances, then all of its replicates were kept. If none of its intra-strain distances were smaller than the median of its inter-strain distances, then all samples of the strain were removed. For strains with three replicates, if one or two of its three intra-strain distances were smaller than the median of its inter-strain distances, then the two replicates with the minimum distances were kept. After the removal of some outlier samples, the median of inter-strain distances would change. Therefore, we repeatedly performed the procedures of data transformation, sample-to-sample distance calculation, and filtering by comparing inter- and intra-strain distances until no more samples were removed. Eventually, 561 samples of 207 strains were selected as well-clustered samples, which comprised 147 strains with three replicates and 60 strains with two replicates.

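The same steps removed 48 samples in a first pass and 1 more in a second one, and kept 559 samples of 207 strains, with 3 samples in 145 strains and 2 in 62. With distances on log2(normalized TPM + 0.5) of genes, 560 samples were kept, 555 of them the same. The strains that lost a sample were BRC20067, BRC20263, CX11271, CX11285, DL200, ECA251, ECA348, ECA703, ECA738, ED3040, ED3048, ED3049, JU1440, JU1568, JU1581, JU1652, JU1793, JU1934, JU2016, JU2466, JU2478, JU2519, JU2838, JU2853, JU2879, JU2906, JU2907, JU311, JU3128, JU3132, JU360, JU440, JU774, JU830, KR314, MY1, MY772, MY795, NIC1, NIC199, NIC256, NIC260, NIC268, NIC274, NIC275, NIC3, NIC528, QG2075 and QX1794. Of the 73 samples of pool 01, 19 were removed, and of the 9 samples whose label joins pools 01 and 08, 6 were removed.

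**Figure D4:**
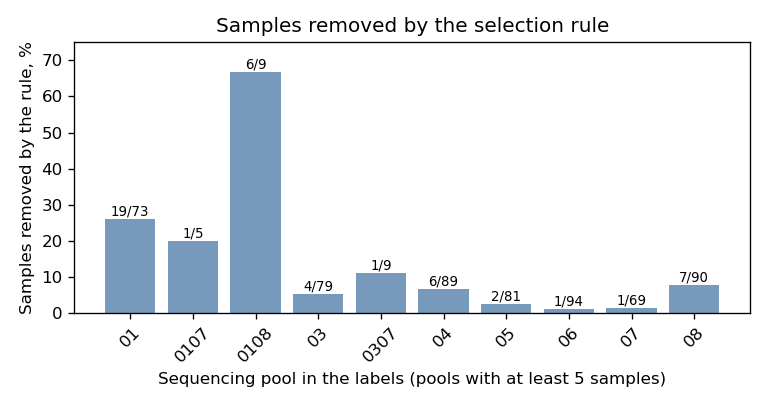
Share of the samples removed by the rule in each sequencing pool with at least 5 samples; the numbers over the bars are removed and all samples. The pair of pools 01 and 08 lost 66.7% of its samples and pool 01 lost 26.0%.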

### Transcript expression abundance normalization

We used the function *norm_factors()* in the R package *sleuth* (v0.30.0)^77^ to compute the normalization factors for each sample using the raw transcripts per million reads (TPM) of 22,268 reliably expressed transcripts in non-divergent regions of the 207 strains and their well-clustered samples. Then, we normalized the raw TPM of all the 25,849 reliably expressed transcripts of each sample with the normalization factors and used log_2_(normalized TPM + 0.5) for downstream analysis unless indicated otherwise.

### Sample age estimation

To further verify the homogeneous developmental stage of our samples, we evaluated the age of each sample when they were harvested using the R package *RAPToR* (v1.1.3)^28^ (Supplementary Fig. 1). As the requirement of the package, we first generated gene-level expression abundances. Raw TPM of 22,268 reliably expressed transcripts in non-divergent regions were summarized into abundances of 13,637 genes using the R package *tximport* (v1.10.1)^78^. Normalization factors for each sample using gene-level abundances were calculated as described for transcript level and were used to normalize gene-level TPM. Correlation of log_2_(normalized TPM + 0.5) of our data against the reference gene expression time series (Cel_YA_2) in *RAPToR* was computed using the function *ae()* in *RAPToR* with 10,489 intersected genes and default parameters.

### Genetic and expression relatedness

Genetic variation data for 207 *C. elegans* isotypes were acquired from the hard-filtered isotype variant call format (VCF) 20200815 CeNDR release. These variants were pruned to the 598,408 biallelic single nucleotide variants (SNVs) in non-divergernt regions and without missing genotypes. Genetic distance among the 207 wild strains was calculated using the function *dist()* in R. Expression distance among the 207 wild strains was calculated based on the mean expression of 22,268 transcripts in non-divergernt regions and without missing data using the same *dist()* function in R. The unrooted neighbor-joining trees for genetic and expression relatedness were made using the R packages *phangorn* (v2.5.5)^82^, *ape* (v5.6)^83^ and *ggtree* (v1.14.6)^84^.

### eQTL mapping

#### Input phenotype and genotype data

For the 25,849 transcripts, we summarized the expression abundance of replicates to have the mean expression for each transcript of each strain as phenotypes used in GWA mapping (Supplementary Data 1). Genotype data for each of the 207 strains were acquired from the hard-filtered isotype VCF (20200815 CeNDR release).

#### Permutation-based FDR threshold

We performed GWA mapping using the pipeline *cegwas2-nf* (https://github.com/AndersenLab/cegwas2-nf). The pipeline uses the eigen-decomposition significance (EIGEN) threshold or the more stringent Bonferroni-corrected significance (BF) threshold to correct for multiple testing because of the large number of genetic markers (SNVs). To further correct for false positive QTL because of the large number of transcript expression traits, we computed a permutation-based False Discovery Rate (FDR) at 5%. We randomly selected 200 traits from our input phenotype file and permuted each of them 200 times. These 40,000 permuted phenotypes were used as input to call QTL using *cegwas2-nf* with EIGEN and BF threshold, respectively, as previously described^47,49,52^. Briefly, we used *BCFtools*^73^ to filter variants that had any missing genotype calls and variants that were below the 5% minor allele frequency. Then, we used *-indep-pairwise 50 10 0.8* in *PLINK* v1.9^85,86^ to prune the genotypes to 20,991 markers with a linkage disequilibrium (LD) threshold of *r*^*2*^ < 0.8 and then generated the kinship matrix using the *A.mat()* function in the R package *rrBLUP* (v4.6.1)^87^. The number of independent tests (*N*_*test*_) within the genotype matrix was estimated using the R package *RSpectra* (v0.16.0) (https://github.com/yixuan/RSpectra) and *correlateR* (0.1) (https://github.com/AEBilgrau/correlateR). The eigen-decomposition significance (EIGEN) threshold was calculated as –log_10_(0.05/*N*_test_). We used the *GWAS()* function in the *rrBLUP* package to perform the genome-wide mapping with the EMMA algorithm^32^. QTL were defined by at least one marker that was above the EIGEN or BF threshold. The EIGEN and BF 5% FDR were calculated as the 95 percentile of the significance of all the detected QTL under each threshold. The EIGEN and BF 5% FDR thresholds were 6.11 and 7.76, respectively.

#### eQTL mapping

We performed GWA mapping on the expression traits of the 25,849 transcripts as for permuted expression traits but using the EIGEN 5% FDR (6.11) as the threshold. We identified QTL with significance that also passed the Bonferroni 5% FDR threshold to locate the best estimate of QTL positions with the highest significance. We used the generic function *cor()* in R and Pearson correlation coefficient to calculate the phenotypic variance explained by each QTL. We used the *LD()* function from the R package *genetics* (v1.3.8.1.2) (https://cran.r-project.org/package=genetics) to calculate the LD correlation coefficient *r*^2^ among QTL for traits with multiple eQTL.

#### eQTL classification

Local eQTL were classified if the QTL was within a 2 Mb region surrounding the transcript (+/−1 Mb from the transcript start site). All other QTL were classified as distant.

### Heritability calculation

Heritability estimates were calculated for each of the 25,849 transcript expression traits used for eQTL mapping as previously described^88^. Narrow-sense heritability (*h*^2^) was calculated with the phenotype file and pruned genotypes in eQTL mapping using the functions *mmer()* and *pin()* in the R package *sommer* (v4.1.2)^89^. Broad-sense heritability (*H*^2^) was calculated using the expression of replicates of each strain and the *lmer* function in the R package *lme4* (v1.1.21) with the model phenotype ~1 + (1|strain)^90^.

### Hotspot identification

We first filtered out distant eQTL in common hyper-divergent genomic regions of wild *C. elegans* strains. Common hyper-divergent regions were defined among our 206 strains (reference N2 excluded) as described previously^27^. Briefly, we divided the genome into 1 kb bins and calculated the percentage of 206 strains that are classified as hyper-divergent in each bin. Common hyper-divergent regions were defined as bins ≥5%^27^.

Distant eQTL hotspots were identified by dividing the genome into 0.5 cM bins and counting the number of non-divergent distant eQTL that mapped to each bin. Significance was determined as bins with more eQTL than the 99th percentile of a Poisson distribution using the maximum likelihood method and the function *eqpois()* in the R package *EnvStats* (v2.3.1)^1,3,9,91^. In total, 67 hotspots (0.5 cM each) were identified. We further merged hotspots that were located immediately next to each other to have 46 hotspots.

### Reanalysis of RIAILs eQTL

We reclassified eQTL detected in a previous study using microarray expression data from synchronized young adult populations of 208 recombinant inbred advanced intercross lines (RIAILs) derived from N2 and CB4856^3,9,92^. A total of 2540 eQTL from 2196 probes were identified using linkage mappings^9^. We selected 2387 eQTL of 2054 probes that are in 2003 live genes based on the probe-gene list in the R package *linkagemapping* (v1.3) (https://github.com/AndersenLab/linkagemapping) and the GTF file (WS276)^53^. We classified 1208 local eQTL and 1179 distant eQTL as described above. We further identified and merged hotspots as above for 1124 distant eQTL that are not in the hyper-divergent regions of CB4856.

### Identification of overlapping eQTL among conditions/studies

To identify overlapping eQTL in this study with previous studies^3,9,17–23^, we obtained raw mapping data of each study from WormQTL2 (https://www.bioinformatics.nl/EleQTL/)^15^, except the eQTL list of one recent study^22^ from its online supplementary files and the RIAILs eQTL we reanalyzed above. For raw mapping data that include LOD scores of genome-wide markers for each gene, we used thresholds from the original papers to determine significant eQTL for each study. Then, we identified eQTL markers that overlapped with eQTL regions of interest from this study. For the eQTL list of the recent study^22^, we identified eQTL intervals that overlapped with eQTL regions of interest from this study.

### Fine mapping for causal genes underlying hotspots

For transcript expression traits with distant eQTL in hotspots, we performed fine mapping using the pipeline *cegwas2-nf* as previously described^47^. Briefly, we defined QTL regions of interest from the GWA mapping as +/−100 SNVs from the rightmost and leftmost markers above the EIGEN 5% FDR significance threshold. Then, using genotype data from the imputed hard-filtered isotype VCF (20200815 CeNDR release), we generated a QTL region of interest genotype matrix that was filtered as described above, with the one exception that we did not perform LD pruning. We used *PLINK* v1.9^85,86^ to extract the LD between the markers used for fine mapping and the QTL peak marker identified from GWA mappings. We used the same command as above to perform fine mappings. To identify causal genes and variants that affect the expression of several transcripts underlying hotspots, we retained the fine-mapped candidate variants that passed the following per QTL per trait filters: top 5% most significant markers; out of common hyper-divergent genomic regions; with negative BLOSUM^93^ scores as characterized and annotated in CeNDR^25^.

### Enrichment analysis

Gene set enrichment analyses were carried out for all genes found with transcript-level eQTL and for genes with distant eQTL in each hotspot using the web-based tool *WormCat*^38^.

### Mediation analysis

#### GWA mapping of different *C. elegans* phenotypes

We obtained nine different phenotype data used in previous *C.elegans* natural variation and GWA studies^13,42,46–52^. We filtered genetically distinct isotype strains for each trait based on CeNDR (20200815 release) and performed GWA mapping as for permuted expression traits but mostly using EIGEN or BF as the threshold according to the original studies. GWA was performed under EIGEN for two studies originally using BF as the threshold^48,49^. To summarize, EIGEN thresholds were used in GWA QTL identification for responses to arsenic^47^ (Fig. 5b), zinc^13^ (Fig. 5c), etoposide^48^ (Fig. 5d), propionate^49^ (Fig. 5e), abamectin^50^ (Fig. 5f), and dauer formation in response to pheromone;^51^ BF thresholds were used in GWA QTL identification for response to albendazole (Supplementary Fig. 6), telomere length^46^ (Fig. 5a), and lifetime fecundity^52^ (Fig. 5g).

#### Mediation analysis

For each QTL of the above phenotypes, we used the genotype (*Exposure*) at the phenotype QTL peak, transcript expression traits (*Mediator*) that have eQTL overlapped with the phenotype QTL, and the phenotype (*Outcome*) as input to perform mediation analysis using the *medTest()* function and 1000 permutations for *p*-value correction in the R package *MultiMed* (v2.6.0) (https://bioconductor.org/packages/release/bioc/html/MultiMed.html). For mediation, we used only strains with all of the three input data types available and where variation was found. For instance, between the 202 strains used in the study of ABZ resistance^42^ and the 207 strains used in this study, 167 strains overlapped. Although we searched overlapped eQTL against QTL in the GWA mapping for ABZ resistance using 202 strains (Supplementary Fig. 6), 167 strains at maximum were used in mediation analysis. Furthermore, because some transcripts were found in hyper-divergent regions in certain strains and their expression data were filtered out, the rest of the strains with all of the data types available might contain no variation in one or all of the three data types and were not used in mediation analysis. For example, we found 1193 eQTL overlapped with the QTL on chromosome II in the GWA mapping for ABZ resistance, but only 1157 mediation analyses were performed.

The R package *MultiMed* could calculate the mediation effects of multiple mediators and the adjusted *p*-values efficiently, but it does not provide estimates of the “total effect” (the estimated effect of genotype on phenotype, ignoring expression) or the “proportion” of mediation effect in the total effect. This “proportion” should be non-negative and less than or equal to 1. We have previously^9^ used the R package *mediation* (version 4.5.0)^94^ to estimate “total effect” and “proportion”. Mediators with negative proportion values or those higher than 1 were classified as uninterpretable and dropped. However, calculation using *mediation* is more time-consuming than using *MultiMed*. Therefore, we performed a second mediation analysis using the *mediate()* function in *mediation* only for significant mediators (adjusted *p* < 0.05 or mediation estimate greater than the 99^th^ percentile of the distribution of mediation estimates) in the results of *MultiMed*. Then, we filtered out mediators with the uninterpretable results.

#### GWA of traits regressed by transcript expression

We regressed the trait animal length (q90.TOF)^42^ by expression of every transcript using the generic function *residuals()* in R, which fits a linear model with the formula (*phenotype* ~ *expression*) to account for any differences in phenotype parameters present in transcript expression. Then GWA was performed for each regressed trait as for permuted expression traits using BF as the threshold.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-4

Reporting Summary

## Data Availability

The raw RNA-seq data generated in this study have been deposited in the NCBI Sequence Read Archive under accession code PRJNA669810. The raw expression counts and TPM quantified in this study have been deposited in the NCBI’s Gene Expression Omnibus under accession code GSE186719. The datasets for generating all figures are available at https://github.com/AndersenLab/WI-Ce-eQTL. The *C. elegans* reference genome (WS276) and the GTF file (WS276) were obtained from WormBase (ftp://ftp.wormbase.org//pub/wormbase/releases/WS276/species/c_elegans/PRJNA13758). The hard-filtered isotype VCF (20200815 release) was obtained from CeNDR (https://www.elegansvariation.org/data/release/20200815). The transposable element sequences of *C. elegans* were obtained from Dfam (release 3.3) (https://www.dfam.org/releases/Dfam_3.3/). Previous *C. elegans* eQTL data were obtained from WormQTL2 (https://www.bioinformatics.nl/EleQTL/?mode=download) and the original papers.

How the deposited data were processed for this re-analysis (not part of the article)

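Bulk RNA-seq values of whole young adult hermaphrodites of wild *C. elegans* strains were analysed, with each independently grown culture as 1 sample. The authors trimmed the reads, pseudoaligned them with Kallisto to a transcriptome in which the variants of each strain had been substituted, and gave for each sample the estimated counts and the raw TPM of 65173 transcripts and 157 consensus sequences of transposable elements. Neither table is normalized between samples. For the analysis, 608 samples of 207 strains were used, because strain JU2800 has 1 sample and is not among the strains of the paper. The strain of each sample was taken from its label. The labels also name the sequencing pool and the culture.

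Totals of estimated counts per sample ran from 15461168 to 280262722 with a median of 28772489. The spread among cultures of a strain was used as the error of every value, and counting error is a part of it. Reads are not independent molecules, so the totals describe depth only.

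Size factors were computed as in sleuth's norm_factors. Transcripts were called reliably expressed when at least 10 strains had at least 5 normalized counts in all their samples, as in the paper's rule, among the transcripts of genes annotated as protein-coding or pseudogene in Ensembl. Estimated counts were summed per gene, transformed by the variance-stabilizing transformation of DESeq2, and the study's rule on distances within and between strains was applied until no sample was removed, which left 559 samples. Raw TPM was then divided by factors over the reliably expressed transcripts and transformed as log2(normalized TPM + 0.5). Transcripts in hyper-divergent regions were kept in all strains.

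H2 was estimated by restricted maximum likelihood with strain as a random effect. For transcripts, the pool as a fixed effect was regressed out of the values first, without strain in that fit. That step can also remove differences among strains that go with the pool. The estimator was compared with lmer of lme4 on simulated values and on 60 of the transcripts, with no difference at 4 decimal places. Genes that differ among strains were tested with the quasi-likelihood F-test of edgeR. Its dispersion trend was estimated on 400 genes drawn with a fixed seed, to limit the computing time. The procedure was tested on simulated data. Distances, a neighbor-joining tree made with ape, correlations and permutation tests with 100000 resamples were computed on strain means or on samples, as stated beside each value. Permutations of strain means treat the strains as independent, and relatedness among strains was not modelled. Classes of transcripts were compared with 10000 random sets matched on mean expression, the transcripts mapped to ttx-1 and hil-2 with 10000 random sets matched on mean expression and H2, and transposable elements with 1000 random sets matched on mean expression. Strain labels of the selected samples were permuted in 99 draws for H2. Scores chosen as proxies of developmental progress are means over lists of 31 sperm genes, 6 yolk genes and 7 embryonic genes, written before the values were read. The age estimates of the study were not computed here, and the scores were not compared with age.

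Genes and transcripts named in the text were chosen by a rule written before the data were examined. It takes the genes that the paper names in its text and in Fig. 4a and Fig. 5, the 5 transcripts with the highest H2, the 5 transcripts with the highest variance explained by local and by distant eQTL in the part of Supplementary Data 2 used here, and the strains with the largest distances. Values in the paper's tables had been seen by then. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, ape 5.8.1 and lme4 1.1.37, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

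A part of Supplementary Data 1 was used to check the values. It holds 469 transcripts, all among the reliably expressed ones here, and 41 strains whose names are the same. In 35 of these strains the study's means are those of the samples kept here, with a median absolute difference of 0.0028 on the log2 scale, and in 6 strains the study kept other samples. Across the transcripts, which are not independent replicates, H2 here and in the table had a Pearson's r of 0.978.

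The alternatives tried were other size factors, other limits of the expression rule, other distances for the selection, all 608 samples, other pseudocounts, a minimum of mean TPM, no filter, the pool as a fixed effect, developmental scores regressed out, total counts regressed out of the transposable elements, CPM in place of TPM, sums over the transcripts of a gene, limma in place of edgeR, other matchings of random sets, and leaving out replicate 1, 2 or 3 of the strains with 3 samples. eQTL mapping, narrow-sense heritability, mediation effects and comparisons with geography or drug responses were left out, because genotypes, phenotypes and places of sampling were not analysed here. Developmental age was left out because the time series it needs was not used here.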

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

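All tests of transposable elements below were planned before the data were examined, except those of library size, of developmental scores and of matched transcripts, which were chosen after the result was seen.

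Transposable elements were part of the transcriptome index but the paper reports no result on them. Of the 157 consensus sequences, 104 passed the expression rule, and their median H2 was 0.46, with 51 above 0.5. The highest values were those of Chapaev_1_CE with 0.978, CER1 with 0.971, MIRAGE1 with 0.971, CER17_I_CE with 0.965 and Turmoil2 with 0.947. With permuted strain labels the highest median H2 was 0.02, and 1 of 100 labellings, the real one, gave a median as large, so chance can be excluded. These labels were permuted after the samples had been selected; with all 608 samples, which needs no selection, the median H2 was 0.41. Total TPM of all elements had a mean of 331.04 ± 58.05 (SD over 207 strain means) and ran from 213.64 in NIC166 to 499.8 in ECA777. Elements took a median of 0.0472% of the counts of a sample (0.0133% to 0.114%).

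The tables argue against the sequencing pool as the whole source, since the median H2 was 0.47 with the pool as a fixed effect. Library size is argued against as well. The log2 total counts of the samples had an H2 of 0.04, so they hardly differed among strains, and with them regressed out of each element the median H2 was 0.46. This step changed the H2 of an element by 0.019 at most. With the developmental scores regressed out the median was 0.43. Random sets of transcripts matched on expression had a median H2 of 0.31 (0.23 to 0.40), but matched transcripts of genes with 1 expressed transcript had 0.56 (0.50 to 0.62), so H2 of the elements is not high for sequences that share no gene with another transcript. Differences between strains in the sequence or in the number of copies of an element stay open, as does the sharing of reads between copies, and neither was tested. No condition other than strain is in the design, and apart from the scores of developmental progress no biological explanation was tested.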

How the results depend on the processing

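Alternatives were set before the data were examined, except those named below as added after the results were seen. The tests of the selection of samples and of the number of expressed transcripts were also chosen only after the results were seen. Over 20 results, 67 of the 87 settings chosen beforehand left the result within its limit. The limit was the same direction and side of the threshold for a test, a factor of 1.5 for a count, and the spread of the result for other values. These limits are not equally strict. Counts near their maximum, such as selected samples, can hardly leave a factor of 1.5. By the spread, only 4 of 14 settings kept the median H2 over transcripts within its limit, and 0 of 4 the expression distance. None reversed a direction. Within the factor of 1.5, reliably expressed transcripts numbered 24333 to 27740, selected samples 559 to 560, genes that differ among strains 15277 to 18688 and mediator transcripts 12 to 13. The tests of the distance within strains, of ben-1 and of the ttx-1 and hil-2 sets stayed on their side of the threshold. For the masked values the limit was the SD of single cultures, which cannot judge a median over many cells, and the median of -0.36 was -0.58 and -0.28 with pseudocounts of 0.1 and 1.

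The median H2 of 0.335 has a spread of 0.0043 over the replicates left out, so most alternatives moved it. It was 0.259 with all 608 samples, 0.315 and 0.342 with pseudocounts of 0.1 and 1, 0.356 with a mean TPM of at least 1, 0.201 without a filter, 0.346 with the pool as a fixed effect, 0.242 with the developmental scores regressed out, 0.306 on log2 CPM, 0.546 for gene-level sums, and 0.329 to 0.338 without a replicate. With pool and developmental scores together, an added alternative, it was 0.254. Transcripts with H2 above 0.5, 8513 before, numbered 5813 with all 608 samples, within the factor of 1.5, and beyond it 5170 with the developmental scores regressed out and 5338 with both (added). The largest mean distance over the median, 1.39, was 1.32 with a mean TPM of at least 1, 1.43 with all 608 samples, 1.52 for Spearman distances, 1.42 with the pool and 1.59 for gene-level sums (added), against a spread of 0.0267. In the tree of gene-level sums (added) the branch of XZ1516 was 2.11 times the median terminal branch, and it was the 1 branch over 2 times the median; with the settings chosen beforehand no branch was.

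The median H2 of transposable elements was 0.32 without the filter, 0.41 with all 608 samples, 0.46 to 0.50 without a replicate and 0.43 with the developmental scores (added), against a spread of 0.0208. The difference from random sets was no longer past the threshold without matching for ribosomal protein transcripts (-0.07, adjusted p = 0.089) and chemoreceptor transcripts (0.13, adjusted p = 0.12), and with matching on the number of expressed transcripts (added) for histone transcripts (0.03, adjusted p = 0.46) and chemoreceptor transcripts (0.01, adjusted p = 0.9). For the hil-2 transcripts in the hotspot alone (added), which are fewer, the mean absolute r was 0.323 (permutation test on set membership, one-sided p = 0.21). Causes were tested for a part of these shifts. For the median H2 with all 608 samples, the choice of samples by their distances could contribute. Applied once to permuted labels, where it kept 405.7 samples on average, the rule raised the median H2 to 0.118 on average. Leaving out 1 random sample of the strains that lost a sample gave 0.2942 to 0.314, which is a part of the shift. For gene-level sums, the transcripts of genes with 2 reliably expressed ones had a median correlation within strains of -0.35, which is consistent with a division of estimated counts among them. For histone and chemoreceptor transcripts, the matching on the number of expressed transcripts is itself the test. Settings with fewer transcripts or samples differ in these by construction, and for the other shifts the cause was not tested. Among the settings above, the median H2 over transcripts was lowest without a filter, which adds transcripts of low counts, but whether depth limits H2 there was not tested. For the transposable elements, log2 total counts regressed out (added) left the median at 0.46.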

Differences from the paper's values

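No value compared with the paper differed from it by more than 1.5 times. The number of reliably expressed transcripts was 26387 here, and the paper's value is 26043. With the biotype of each transcript in place of that of its gene, a setting chosen after seeing the values, it was 26039. The number of samples kept was 559 here and is 561 in the paper, and it was 560 with distances on log2 TPM or with a single pass. The median H2 was 0.335 here and the paper's value is 0.31. Among the settings chosen before the data were examined, it was 0.306 on log2 CPM and 0.315 with a pseudocount of 0.1, and it lay more than 1.5 times from the paper's value without a filter (0.201) and for gene-level sums (0.546).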

Other observations

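Chosen only after the results were seen were the tests of the selection of samples, of the pool for the removed samples, of mislabelled samples, of the expression level for transcripts that share a gene, of the sperm score for the first principal component, of the number of expressed transcripts for the classes of transcripts, and of the strains of low ben-1 expression. For the transcripts mapped to ttx-1, the settings with the pool and the developmental scores were set before the data were examined, but they were read as tests of an explanation only after the result was seen.

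With 100 labellings of the samples, only the real one gave a median H2 as large, and only the real one gave as many genes past the threshold of an F-test on log2 values, so chance can be excluded for both (value 1 each) among the selected samples. These labels were permuted after the selection. With the selection repeated on permuted labels the highest median H2 was 0.1497 in 50 draws, below the real one; the number of genes was not tested in that way, and with all 608 samples, which needs no selection, edgeR called 15390 genes. The most genes called in a draw of permuted labels was 2445, against 15988. The pool as the whole cause of the median H2 is argued against by a median of 0.346 with the pool as a fixed effect, and developmental progress, as far as the scores capture it, by a median of 0.242 with the scores regressed out. Part of the variance among strains may lie in developmental progress, since that median is lower, and strains can differ in their rate of development for genetic reasons, which stays open.

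The selection of samples raised the median H2 from 0.2589 to 0.3345 under the same factors. Leaving out 1 random sample of the same 49 strains gave 0.2942 to 0.314 in 50 draws. Removal at random from these strains thus gave a part of the rise in every draw, but did not reach the value. Applied to permuted labels, which kept 405.7 samples on average, the rule raised the median H2 from 0.003544 to 0.118 on average (0.1012 to 0.1497). Choosing samples by their distance to samples of the same label could therefore add to H2 by itself. Removing samples that are wrongly labelled or of poor quality would also raise it, and how much each adds was not separated.

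Of the 49 removed samples, 26 had a library in pool 01 or in a pair of pools with it, against 12.35 at random among the samples of their strains (permutation test, two-sided p = 2e-05). A lower quality of libraries in that pool may have contributed. Library size is argued against: 18 removed samples had the lowest total of their strain against 16.33 at random (permutation test, two-sided p = 0.71).

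Samples were compared on the 250 transcripts with the highest H2 from each of 2 sets of chromosomes (I, II and III, and IV, V and X). On these, 595 and 592 of 608 samples were nearest to a sample of their own label. The same labels gave that H2, with a list of candidate strains for mislabelling left out. The 2 counts are therefore high by construction and are no independent check of the labels. On both sets, 8 samples were nearest to the same other strain. The selection rule kept 5 of these 8. Correlations in this paragraph are across transcripts, which are not independent replicates. The sample labelled BRC20067 culture GZ-B1-A3 had a highest r of 0.03 and 0.04 with its own label, and of 0.77 and 0.92 with BRC20263 culture GZ-B7-I6. The sample labelled BRC20263 culture GZ-B7-I9 had 0.35 and 0.22 with its own label, and 0.79 and 0.77 with BRC20067 culture GZr-B4-B9. The sample labelled JU1793 culture GZ-B4-H7 had 0.36 and -0.10 with its own label, and 0.80 and 0.71 with JU360 culture GZ-B4-G2. The lowest r of these 3 with the nearest sample of the other strain was 0.71. A mislabelled sample is a candidate explanation for each. The rule as applied here removed all 3, but the mean of BRC20263 in Supplementary Data 1 is that of cultures GZ-B7-I9 and GZ-B7-I6 (median absolute difference 0.0002, against 0.147 for the next best choice of samples), so the study kept GZ-B7-I9. The 2 cultures of BRC20263 other than GZ-B7-I9 had an r of 0.66 and 0.65 with each other. Sample JU2800 was nearest to MY2147 on the first set (0.56) and to JU2906 on the second (0.58).

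Transcripts that share a gene with other reliably expressed transcripts had a lower H2. Within each of 10 classes of mean expression, the median H2 of genes with 1 transcript exceeded that of genes with several by 0.104 to 0.439, which argues against the expression level as the whole cause. In the 4672 genes with 2 reliably expressed transcripts, the correlation of these transcripts within strains had a median of -0.35 and was negative in 78.6% of genes, against medians of 0.00 to 0.01 for random pairs. In 3828 of them (81.93%) the H2 of the gene-level sum exceeded that of both transcripts, with a median of 0.55 against 0.22. This is consistent with a division of estimated counts among the transcripts of a gene that varies between samples. A real shift between transcripts in each culture stays open. In 87 of these genes a transcript had an H2 above 0.9, and in 12 of the 87 the H2 of the sum was under 0.5.

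The first principal component of the samples held 40.79% of the variance and had an H2 of 0.79. The pool explained 6.14% of it, which argues against the pool as its source. Over the samples its r with the score of the sperm genes was 0.89, with that of the embryonic genes -0.67 and with that of the yolk genes -0.14. Over the 207 strain means its r with the sperm score was 0.90 (permutation p = 1e-05, the smallest possible, two-sided), rho was 0.91 (permutation p = 1e-05), and r was 0.90 without the 2 strains farthest from the median and 0.90 with the pool removed. Developmental progress at harvest may underlie this component, but sperm genes are among the transcripts that form it, and the yolk score hardly went with it. H2 of the scores was 0.79 for sperm (1.72 in NIC515 to 8.25 in JU3140), 0.57 for embryonic and 0.43 for yolk genes, so differences between strains in sperm gene expression at the same age stay open.

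For the transcripts mapped to ttx-1, the mean absolute r was 0.334 with the developmental scores regressed out and 0.6 with the pool as a fixed effect, above every random set in both, which argues against the pool and against the progress captured by the scores as the whole cause. The lower value shows that part of the joint variation goes with the scores.

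Among classes of transcripts, the median H2 was 0.59 for F-box (0.28 for random sets matched on expression), 0.63 for C-type lectin (0.31), 0.65 for collagen (0.35), 0.77 for MATH-domain (0.31) and 0.56 for histone transcripts (0.35), and 0.27 for ribosomal protein transcripts (0.42), each with an adjusted p of 0.00023 over 7 classes, two-sided, from the smallest p that 10000 sets can give. For 29 chemoreceptor transcripts it was 0.46 (0.28, adjusted p = 0.024). For histone and chemoreceptor transcripts, the share of genes with 1 expressed transcript is a candidate explanation, since with random sets matched on it too the smaller adjusted p was 0.46. For the F-box, C-type lectin, collagen and MATH-domain classes it is argued against as the whole cause, with a largest adjusted p of 0.00028, but the contrasts were smaller. With this matching the random sets had a median H2 of 0.45 for F-box, 0.43 for C-type lectin, 0.41 for collagen and 0.39 for MATH-domain transcripts, and the differences were 0.14, 0.20, 0.24 and 0.39, against 0.31, 0.31, 0.30 and 0.46 with matching on expression alone. For ribosomal protein transcripts the difference was -0.13 with this matching, against -0.15. Many of these genes lie in families of similar sequence, and reads shared between paralogs or strain variants against the reference were not tested.

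Without the 19 strains of low ben-1 expression, the 4 acdh-2 transcripts past the threshold had an r with ben-1 of 0.34 to 0.42, against 0.20 to 0.22 with them, so these strains are argued against as the source of that relation. Of the 9 other transcripts past the threshold, those of btb-17, M151.9 and math-27 and T06D4.1a.2 kept their sign without these strains. They also stayed past the threshold (largest adjusted p = 0.026, permutation tests over 17 transcripts, relatedness among strains not modelled). This argues against the strains of low ben-1 expression as their whole source. Over all strains, math-27 was past the threshold in the main setting (permutation test, adjusted p = 0.042). With the pool as a fixed effect it was not (permutation test, adjusted p = 0.055). For W10D9.3a.1, singled out after its values were seen, the slope on ben-1 went from 0.22 (standard error 0.07) to -0.14 (standard error 0.10). Its rho was negative with and without these strains (-0.10 and -0.25), so its positive r may rest on them, although the slope without them lay within 2 standard errors of 0. For F32A11.4, W10D9.3a.2, Y47G7B.2 and ZK666.15 the sign of r stayed but r was not past the threshold (smallest adjusted p = 0.056). Of these, only Y47G7B.2 had a rho past the threshold over all strains. By r alone, a weaker relation cannot be told apart from the narrower range of ben-1, which lowers r by itself. The slope of Y47G7B.2 on ben-1 hardly changed, from 0.28 (standard error 0.07) to 0.25 (standard error 0.12). Slopes of F32A11.4, W10D9.3a.2 and ZK666.15 went from -0.16, -0.43 and -0.39 to -0.07, -0.26 and -0.18. Their standard errors without the low strains were 0.08, 0.16 and 0.24, so a weaker relation stays open for them. In these data, 70.08% of the transcripts with H2 above 0.5 had an absolute r with ben-1 at or over the median of the mediators.

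The genes scb-1 and sqst-5, which the paper names for responses to chemotherapeutics and to zinc, had strain means of 3.95 to 5.4 (H2 0.34) and of -0.64 to 3.23 (H2 0.78).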
